# Transcriptome of the Krushinsky-Molodkina Audiogenic Rat Strain and Identification of Possible Audiogenic Epilepsy-Associated Genes

**DOI:** 10.3389/fnmol.2021.738930

**Published:** 2021-11-04

**Authors:** Lyubov N. Chuvakova, Sergei Yu Funikov, Alexander P. Rezvykh, Artem I. Davletshin, Michael B. Evgen’ev, Svetlana A. Litvinova, Irina B. Fedotova, Inga I. Poletaeva, David G. Garbuz

**Keywords:** audiogenic epilepsy, Wistar rats, KM rat strain, transcriptomic analysis (RNA-seq), *Ttr*, *Msh3*, MAPK signaling cascade

## Abstract

Audiogenic epilepsy (AE), inherent to several rodent strains is widely studied as a model of generalized convulsive epilepsy. The molecular mechanisms that determine the manifestation of AE are not well understood. In the present work, we compared transcriptomes from the *corpora quadrigemina* in the midbrain zone, which are crucial for AE development, to identify genes associated with the AE phenotype. Three rat strains without sound exposure were compared: Krushinsky-Molodkina (KM) strain (100% AE-prone); Wistar outbred rat strain (non-AE prone) and “0” strain (partially AE-prone), selected from F2 KM × Wistar hybrids for their lack of AE. The findings showed that the KM strain gene expression profile exhibited a number of characteristics that differed from those of the Wistar and “0” strain profiles. In particular, the KM rats showed increased expression of a number of genes involved in the positive regulation of the MAPK signaling cascade and genes involved in the positive regulation of apoptotic processes. Another characteristic of the KM strain which differed from that of the Wistar and “0” rats was a multi-fold increase in the expression level of the *Ttr* gene and a significant decrease in the expression of the *Msh3* gene. Decreased expression of a number of oxidative phosphorylation-related genes and a few other genes was also identified in the KM strain. Our data confirm the complex multigenic nature of AE inheritance in rodents. A comparison with data obtained from other independently selected AE-prone rodent strains suggests some common causes for the formation of the audiogenic phenotype.

## Introduction

Epilepsy is one of most common neurological diseases and up to 30% of all epilepsy cases are characterized by high pharmacoresistance. Many drugs used to treat epilepsy are characterized by severe side effects (Ornoy, 2009; Perucca and Gilliam, 2012; Chen et al., 2017). Accordingly, there is a need to develop new antiepileptic drugs, which requires the availability of valid laboratory models of epilepsy that permit investigation into the molecular mechanisms underlying epileptogenesis and evaluation of the effectiveness of new anticonvulsants. Several genetic models of epilepsy have been described, including rodent model strains. The development of convulsive seizures in response to intense sound (audiogenic epilepsy, AE) is induced in rodent models of epilepsy. In contrast to chemically induced or electroshock-provoked seizures, animals with the AE phenotype recover quickly after seizures and can be used as “self-controls” in long-term experiments with repeated provocation of seizures in the same animal (for reviews of different epilepsy models, see Bizière and Chambon, 1987; Kupferberg, 2001; Löscher, 2017). It should be noted that the so called refractory epilepsy is also present in the list of epilepsy forms in humans, most of these cases being also pharmacoresistant. The partial or generalized seizures in these cases occur in response to sensory stimulation (tactile, optical or acoustical, or even as a reaction to the certain mood of a patient). These cases are rather rare (about 6%) and not well analyzed, and there are only sparse indications concerning their genetic base (Xue and Ritaccio, 2006; Maguire, 2012; Taylor et al., 2013; Dinopoulos et al., 2014; Dewhurst et al., 2015; Sala-Padró et al., 2015; Atalar et al., 2020; Geenen et al., 2021). As for animal models the AE rodent strains used have certain benefits in comparison to chemical and electroshock models and they are widely used, as they permit to make chronical observations (Garcia-Cairasco et al., 2017). The genetic basis of AE development in rodents has attracted the attention of many groups (Ribak et al., 1988; Garcia-Cairasco, 2002; Poletaeva et al., 2017; Damasceno et al., 2018, 2020; Díaz-Casado et al., 2020). The data currently available generally support previously postulated hypotheses of polygenic inheritance of AE (Poletaeva et al., 2017), which is also characteristic of many forms of human epilepsy (Koeleman, 2018; Leu et al., 2020).

In the course of tonic audiogenic convulsion development (starting with the activation of acoustic nuclei in the medulla), the intense excitation process activates a specific brainstem neuronal network, in which inferior and superior colliculi (IC + SC) comprising the *corpora quadrigemina* play key roles. This activation was demonstrated in AE-prone rodent strains selected independently: GEPR (genetic epilepsy-prone rats, United States), WAR (Wistar audiogenic rats, Brazil), KM (Krushinsky-Molodkina, Russia), and in AE-prone GASH/Sal hamster strain (Faingold et al., 1992; Ribak et al., 1993; Faingold, 1999, 2002; Faingold and Casebeer, 1999; Garcia-Cairasco, 2002; Merrill et al., 2003; Doretto et al., 2009; Solius et al., 2016, 2019; Prieto-Martín et al., 2017; Ribak, 2017; Revishchin et al., 2018). It is now widely accepted that at the biochemical and physiological levels, AE proneness is associated with anomalies in brain GABAergic and glutamatergic systems, particularly in the *corpora quadrigemina* (Ribak et al., 1993; Korotkov et al., 2015; Solius et al., 2016; Chernigovskaya et al., 2019). The specific morphology of these brain stem structures was described in detail (Solius et al., 2016, 2019; Ribak, 2017; Revishchin et al., 2018), as well as the increased activity of the MAPK/ERK pathway in the striatum and hippocampus of KM rats (Dorofeeva et al., 2017; Chernigovskaya et al., 2019). Notably, in KM and GEPR rat strains, dopamine, norepinephrine, and serotonin brain levels significantly differed from those of control non-AE-prone animals (Poletaeva et al., 2017) and of histamine and adenosine system rats as well (Feng and Faingold, 2000; Vinogradova et al., 2007; Midzyanovskaya et al., 2016).

In this work, we investigated the profile of gene expression in the *corpora quadrigemina* consisting of two structures, inferior and superior colliculi (IC and SC) in three rat strains not exposed to sound (i.e., the “background” profile) to identify genetic traits associated with a hereditary predisposition to AE. It is known that an audiogenic seizure begins after an intense acoustic “startle reaction” with a phase of “wild running”, which is accompanied by clonic-tonic convulsions (Poletaeva et al., 2017). It was described previously (using different AE models) that the initial “ignition” of the seizure generating process is localized in IC, while the further generation of the wild run stage depends on the involvement of SC neuronal network. Both of these structures carrying several genetic anomalies, found in the best described AE rat models (Ribak et al., 1993; Faingold, 1999, 2002; Faingold and Randall, 1999; Doretto et al., 2009; N’Gouemo et al., 2009, 2010; Solius et al., 2016; Coleman et al., 2017; García et al., 2017; Ribak, 2017; Chernigovskaya et al., 2018; Revishchin et al., 2018). Nevertheless, the results of these and other works show that, although the beginning of the impulse in SC precedes that in IC, both of these brain stem structures are activated during the initial behavioral reactions in response to the sound stimulus. For example, in experimental work with damage of the deep layers of the SC (DLSC) in DBA/2 mice, there was a weakening of audiogenic convulsive seizures, but not a cessation of wild running (Willot and Lu, 1980; Tsutsui et al., 1992; Ribak et al., 1994). SC damage, including deep layers, in GEPR-3 and GEPR-9 rats did not stop the wild running phase, but weakened the severity of clonic-tonic convulsive reactions (Merrill et al., 2003). This work showed that the initial behavioral episodes (wild running or myoclonic tremors) are the only behavioral components of seizure in GEPR that persist after massive SC lesions. The results demonstrate that, although the beginning of the impulse in SC precedes that in IC, both of these brain stem structures are activated during the initial behavioral reactions in response to the sound stimulus. To date, it has been established that the progression from wild running to the occurrence of convulsive reactions is slowed down by injuries at both the IC and SC levels. The interruption of the connection between IC and SC reduced the severity of sound-induced seizures in sound-sensitive Wistar and GEPR-9 rats (Tsutsui et al., 1992; Ribak et al., 1994; Merrill et al., 2003). In addition, the involvement of IC in the initiation of the wild running phase is also demonstrated by the fact that unilateral electrical stimulation of the rostral part of the external IC core (ICx) in a normal (non-AE-prone) rat causes a wild running behavior component (Ribak et al., 1994; Chakravarty and Faingold, 1996). These data show that pathways from the IC to the SC play a role in the spread of the audiogenic seizures, although the details of “intra-quadrigeminal” interactions for norm and AE pathology are not well known. Thus we concluded that the separation of IC and SC structures for our initial connectome analysis could damage the internal connections between these nuclei (as the axons from IC could contain the RNA molecules, which play certain role in case of sound exposure, i.e., are important for the subsequent excitation of SC). Thus the separation of these two paired structures could affect the results, making them less convincing. This was the ground for our choice to monitor the molecular events in these two structures cumulatively.

We used the inbred Krushinsky-Molodkina (KM) strain, which was selected for AE proneness in the late 1940s from the Wistar outbred population. The KM strain has a history of more than 40 generations of brother-sister inbreeding. Almost 100% of the individuals in this strain develop a characteristic epileptiform seizure 3–4 s after the onset of sound exposure (120 dB intensity), which is first manifested with a “wild run” phase, quickly followed by clonic and tonic seizures (Poletaeva et al., 2017). For controls, we used non-AE-prone rats of an outbred Wistar strain and “0” strain rats, based on an initial F2 (KM × Wistar) hybrid population, first selected in 1998 for their non-AE-prone phenotype. This selection aimed to create a non-AE-prone strain with a genetic background closer to that of KM rats than that of current Wistar rats (Fedotova et al., 2012; Poletaeva et al., 2014, 2017). In the “0” strain population, the proportion of rats without AE ranges from 30 to 60%. According to lab protocol these animals had been exposed to sound three times at the age of 3 months and respective proportions of AE-non-prone animals were found, the exact proportions varies in generations. Thus, by comparing the transcriptomes of these three strains, we were able to identify the peculiarities of gene expression associated with both the development of the AE phenotype (as a result of the selection of KM rats from the Wistar rat population) and the respective changes (i.e., the type of “compensation”) in the initial AE phenotype exhibited in the KM rats as a result of “0” strain selection.

Previously, limited data were obtained for transcriptomes of the following other audiogenic rodent strains: WAR, selected from Wistar rats in Brazil (independent of the KM rat population), and AE-prone GASH/Sal, a hamster strain (Damasceno et al., 2018, 2020; Díaz-Casado et al., 2020; Díaz-Rodríguez et al., 2020). Thus, the gene expression profile of the *corpora quadrigemina* in KM rats may be compared with that of other AE-prone animals.

In the present study, we were able to identify characteristic features in the *corpora quadrigemina* transcriptome in KM rats and differentiate them from those in the Wistar strain and, to a lesser extent, from those associated with the transcriptome in the “0” strain. The results obtained revealed a number of gene expression profile features that may be associated with AE. These changes included those at the transcription level of the *Ttr* gene, which is involved in the regulation of the expression of GABAergic receptors (Zhou et al., 2019), and in the *Msh3* gene, which encodes a component of the DNA repair system (Park et al., 2013). Moreover, KM rats showed increased expression of several genes, the products of which are involved in the positive regulation of the MAPK signaling cascade, as well as in phosphorylation of ERK1/2, which may be involved in the development of the AE-prone phenotype (Nateri et al., 2007; Glazova et al., 2015; Dorofeeva et al., 2017). Several genetic traits that are plausibly connected to the development of AE are universal, as they were discovered in two distant rodent species (rats and hamsters), while others are inherent for definitive strains that were bred independently (i.e., KM and WAR rats) (Damasceno et al., 2020). In general, the data obtained reveal the complex polygenic nature of AE-prone rodents.

## Materials and Methods

### Animals

The brain tissues of 4-month-old male rats grouped into three genotypes (Wistar, KM, and “0”) were used. The animals were maintained in standard plastic cages (T4) with *ad libitum* food (Lab Feed) and water and a natural light-dark schedule. The manifestation of AE seizures was tested in a transparent plastic sound-attenuating chamber (“Open Science”) using a standard classroom bell (sound intensity of 120 dB). For the KM rats, the maximum intensity of the tonic convulsions in response to sound (score of “4,” according laboratory classification) was recorded (Poletaeva et al., 2017).

Herein, we used Wistar rats and rats of selected “0” strain, as they demonstrate no or moderate seizures in response to sound. According to lab protocol at the age of 3 months KM rats were sound exposed to verify their seizure reaction (tested once only). All “0” strain animals were exposed three times at the same age as KMs. This “triple” test was needed in order to verify the real lack of their reaction to sound. This strain is still under selection and non-proneness of these animals is not 100%. In the previous selection generations only 30–60% of “0” strain animals had no AE seizures. The lab protocol for genetic selection is triple AE testing for “0” rats in order to be sure that there were no minor AE signs (Fedotova et al., 2012). Wistar rats were tested for AE 4 days before sacrificing, while KM and “0” rats were also exposed to sound at the same time in order to equalize the physiological status of all three groups. The 4 day interval was considered to be enough for negative reactions to wane, and there were no changes noted in animal behavior before sacrificing. The strain “0” rats are under selection for AE non-proneness F2 (KM × Wistar) hybrids being their initial population. In F2 and in further generations animals differed in their reaction to sound from the total lack of audiogenic seizures to clonic-tonic fit. In F41 selection generation the animals tested demonstrated only wild run AE stage.

In 1940–1950s KM rats (as well as later Wistar Audiogenic Rat strain from Brazil, Garcia-Cairasco et al., 2017) were selected from Wistar outbred population. About 15% of Wistar rats usually demonstrate the moderate AE proneness, wild run stage and (rarely) clonic convulsions. In our experiment Wistar rats were tested for sound sensitivity in the same way as KM rats. The few animals that showed the “wild run” phase were excluded from the further experiment. Thus, neither “0,” nor Wistar rats, used in this study, were AE-prone. At the same time Wistar and “0” rats had distinct acoustic startle-response, indicating that they were not deaf.

The inferior and superior colliculi (IC + SC) of *corpora quadrigemina* were isolated from animals 4 days after sound exposures, in order not to compromise gene expression profile with seizure-mediated transcriptional changes, as we consider that 2 day interval [acquired in Damasceno et al. (2018)] are not enough for elimination the plausible metabolic consequences of seizure induction and/or of sound exposure (in cases when no seizure occurs). Euthanasia was carried out by rapid guillotine decapitation (“Open Science”). After euthanasia, the brains were quickly extracted in the cold and the fraction of the brain stem which contained IC + SC was isolated. The isolated brain tissue samples were frozen and stored in liquid nitrogen.

The experimental procedures were performed in accordance with requirements of Declaration 2010/63/EC.

### RNA Extraction, Preparation of RNA-Seq Libraries and Sequencing

For RNA extraction, IC + SC sections were isolated from the brains of 4-month-old KM (*n* = 3), Wistar (*n* = 4), and 0 (*n* = 4) rats. Total RNA was extracted using Extract RNA reagent (Evrogen). The concentration of RNA was measured with a Qubit fluorometer (Invitrogen). The quality of the RNA was determined with an Agilent BioAnalyzer 2100 using an RNA 600 nano kit. The RNA integrity number (RIN) of all the RNA samples was not less than 8. Poly(A)-enriched libraries were prepared for RNA-seq using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina according to the manufacturer’s protocol. Seventy-five-bp single-end sequencing was conducted on an Illumina NextSeq 500 platform.

### RNA-Seq Analysis

As a result of deep sequencing, we obtained 15–22 million reads of RNA for each library. Preprocessing of these data was performed using a PPLine script that includes Trimmomatic for the adapter, length and quality trimming, STAR for mapping reads to the rat genome (release Rnor_6.0), and HTSeq-count for calculation of the read counts aligned on genes (Dobin et al., 2013; Bolger et al., 2014; Anders et al., 2015; Krasnov et al., 2015). A differential expression analysis was performed with the edgeR package using a quasi-likelihood negative binomial generalized log-linear model (QLF test) (Robinson et al., 2010). Gene Ontology and KEGG enrichment analyses were performed using the topGO (v.2.42.0) and clusterProfiler packages (Yu et al., 2012; Alexa et al., 2020). For GSEA analysis only differential expressed genes (*p* < 0.05) were used. The differential expression analysis, visualization, and GSEA were performed using RStudio program and ggplot2 package, as well as custom scripts written in Python (Wickham, 2009).^1^ A Venn diagram was generated using FunRich (Pathan et al., 2015).

Compensation coefficients of the differentially expressed genes in the “0” rat samples compared to those in the KM rats were calculated using the equation (mean (logCPM) KM – mean (logCPM) 0)/(mean (logCPM) KM – mean (logCPM) W). The density distribution of genes was estimated in an R environment using kernel density estimation (KDE).

The RNA-seq data reported in this study can be accessed using GEO accession number GSE173885.

### Immunoblotting

Samples from six animals of each strain were used for the immunoblotting series. Total protein extracts of the IC + SC tissue samples were prepared using the ReadyPrep protein extraction kit (Total Protein) (Bio-Rad) according to the manufacturer’s recommendations upon addition of phosphatase inhibitor cocktail (Sigma). Thereafter, the protein samples were homogenized in SDS-PAGE buffer (65 mM Tris–HCl, pH 6.8; 10% glycerol; 2% SDS; 1% DTT; and 0.01% bromophenol blue) and heated to 100°C for 5 min. Electrophoresis was performed in 10% PAAG, and the proteins were transferred to a Hybond ECL membrane (GE Healthcare) by the semidry technique with buffer containing 25 mM Tris, 0.2 M glycine, 20% methanol, and 0.01% SDS with a current power of 1.5–2 mA/cm^2^ for 1.5 h. After protein transfer, the membrane was blocked by 5% ECL blocking agent (GE Healthcare) in TBST (20 mM Tris–HCl, pH 7.6; 0.14 M NaCl; and 0.01% Tween 20) for 1 h. After blocking, the membrane was incubated for 12 h with primary anti-phospho-p44/42 MAPK (ERK1/2) (Thr202/Tyr204) polyclonal rabbit antibodies (9101, Cell Signaling) to detect phospho-ERK1/2 and anti-p44/42 MAPK (ERK1/2) polyclonal rabbit antibodies (9102, Cell Signaling) to detect total ERK1/2 at the dilutions recommended by the manufacturer. Next, the membranes were washed four times for 10 min each time with TBST and incubated for 1 h with horseradish peroxidase-conjugated secondary anti-rabbit antibodies (A0545, Sigma-Aldrich) at the dilution recommended by the manufacturer. To remove bound primary and secondary antibodies and reprobe the proteins, the membranes were washed with Restore PLUS Western blot stripping buffer (Thermo Fisher Scientific). For signal detection, the SuperSignal West Pico PLUS chemiluminescent substrate (Thermo Fisher Scientific) was used. The signal intensities were measured with a gel-documenting system, ChemiDoc MP, and the Quantity One 1-D analysis software program (Bio-Rad). The optical densities of the bands were analyzed in the quantized image with the ImageJ program. Phospho-ERK1/2 signals were normalized to the signals obtained for total ERK1/2.

### Quantitative PCR

Four-month-old KM (*n* = 9) and Wistar (*n* = 10), and “0” (*n* = 9) rats were used sampled for PCR analysis. Total RNA extraction from the *corpora quadrigemina* was performed using RNAzol RT (Molecular Research Center, United States). The concentration of isolated total RNA was measured with a NanoDrop spectrophotometer (Thermo Fisher Scientific, United States). cDNA was prepared from 1 μg of total RNA using random primers and MMLV reverse transcriptase (Evrogen, Russia). The analysis was performed on an ABI PRISM^®^ 7500 sequence detection system (Applied Biosystems, United States). Detection of amplification products was carried out using SYBR Green 1 in the presence of ROX reference dye (Evrogen, Russia) according to the manufacturer’s recommendations. Expression levels of genes of interest were normalized to the expression of the *Ywhaz* housekeeping gene (Schwarz et al., 2020) and calculated using the 2^–*dCt*^ equation. The sequences of the primers used are shown in Supplementary Table 1.

### Statistical Analysis

Non-parametric ANOVA (Kruskal-Wallis test with *post hoc* analysis) was used to compare qPCR results and Western blot signals, respectively. *p*-values < 0.05 were considered statistically significant.

## Results

### The Observed Inter-Strain Differences in Gene Expression Profiles Indicate the Multifactorial Nature of Audiogenic Seizures

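RNA from the corpora quadrigemina (inferior and superior colliculi) of 3 KM, 4 W and 4 “0” male rats was sequenced as poly(A)-enriched libraries. The authors deposited for each rat the number of reads counted on each of 32883 Ensembl genes, without normalization. Between 10545964 and 15140180 reads per rat were counted on genes, with medians of 11730889 in KM, 12115902.5 in W and 12067474.5 in “0” rats. Reads outside annotated genes made up 16.5% to 22.7% of the reads of a rat. A gene with 3 counts, the smallest amount this depth could show, corresponded to 0.198 to 0.284 CPM (counts scaled to library size) depending on the rat. This floor covers counting error only, and replicate rats of one strain differed by more than the sampling noise, with a chi-square per degree of freedom from 19.8 to 225 between pairs of rats. The counts were scaled with the TMM method of edgeR, and each pair of strains was compared on its own with the quasi-likelihood F-test (QLF test) over the genes with a mean CPM of at least 1 in the rats compared. Genes with an unadjusted p under 0.05 were counted as DEGs, as in the paper, and Benjamini-Hochberg adjusted values over all genes tested are given beside them. Gene symbols were taken from Supplementary Table 2, which pairs 1763 identifiers with a symbol. Groups of genes were therefore examined only over the genes that this table names. The groups were lists of symbols written beforehand and not the KEGG or GO lists of the paper.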

As mentioned above, aiming to reveal the molecular mechanisms of AE, the gene expression profiles of KM rat *corpora quadrigemina* were compared with those of Wistar strain (W) rats, which do not exhibit AE, and “0” strain rats selected from KM × Wistar hybrids for the absence of AE phenotype (Figure 1A).

**FIGURE 1:**
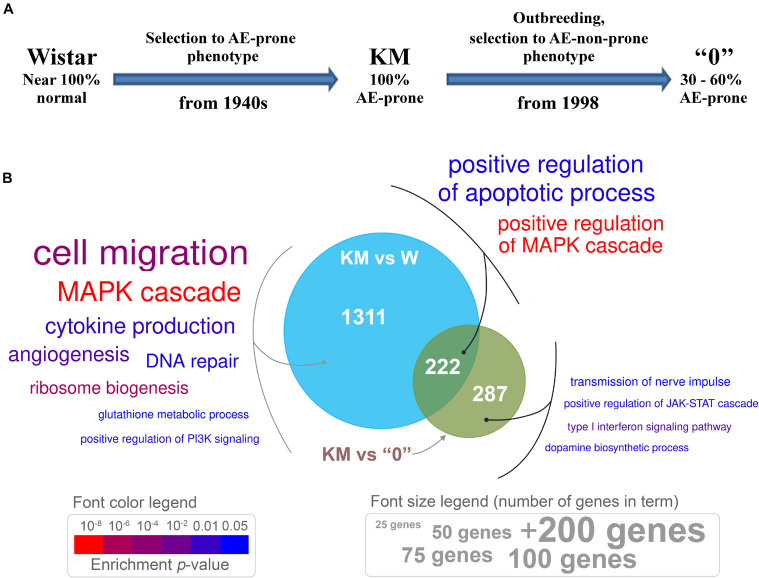
**(A)** The sequential procedure for deriving the Krushinsky-Molodkina (KM) and “0” strains from the Wistar strain. **(B)** Venn diagram depicting differentially expressed genes (DEGs) between KM samples and those from W and “0” rats, which exhibit distinct genotypes. Genes with differential expression, *p* < 0.05, and expression changes greater than 1.5-fold (either up- or downregulated) were used for enrichment analysis. Enriched Gene Ontology (GO) terms are presented in colored text. The font size is proportional to the number of genes in a term (see the “font size legend”). Font color indicates the enrichment test *p*-value (see the “font color legend”).

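Of the 13721 genes tested between KM and W rats, 1497 were DEGs, 765 of them higher and 732 lower in KM rats. If no gene differed, a threshold of 0.05 would pass 686 of these genes. After Benjamini-Hochberg adjustment 9 genes had an adjusted p under 0.05, 4 higher and 5 lower in KM rats. With each of the 7 rats left out in turn, between 1 and 14 genes passed this threshold. The gene RGD1562420 (ENSRNOG00000005826) had 24.2 ± 6.56 CPM (SD, n = 3) in KM rats and 1.25 ± 0.216 CPM (SD, n = 4) in W rats. Its log2-fold change was 4.26 (standard error 0.25, adjusted p = 0.00117 from the QLF test of edgeR). The class I histocompatibility gene RT1-A1 (ENSRNOG00000038999) had a log2-fold change of 2.46 (standard error 0.26, adjusted p = 0.0210). Another class I gene, RT1-A2 (ENSRNOG00000030712), changed in the other direction. Its log2-fold change was −2.46 (unadjusted p = 6.82e-06 from the QLF test). How reads were assigned between these genes was not examined. The gene AABR07000733.1 (ENSRNOG00000058047) had at most 1 count in any W rat and between 54 and 72 counts in the KM rats, which made it at least 19.0-fold higher (adjusted p = 0.00577). Among the genes lower in KM rats, the protocadherin gene Pcdha4 (ENSRNOG00000047174) had a log2-fold change of −2.63 (standard error 0.27, adjusted p = 0.0210). The 2 genes with a larger fall and an adjusted p under 0.05 carry identifiers that the supplementary table does not pair with a symbol, and they are not named here. The KM and W values did not overlap in 1098 of the DEGs. Over all genes tested this was so in 1597 genes or 11.6%, where chance gives 5.71% for 3 rats against 4. Between 954 and 1831 DEGs were found when each of the 7 rats was left out in turn. The paper's own list in Supplementary Table 2 holds 1487 genes, 1383 of which were among the 1497 DEGs, and all 1486 of them that were tested changed in the same direction.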

Differential gene expression analysis revealed 1488 genes [DEGs, *p* < 0.05, quasi-likelihood *F*-test (QLF test)] in the transcriptome of the KM samples compared to the transcriptomes of age-matched W rats. 

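Between KM and “0” rats 13686 genes were tested and 500 were DEGs, 324 higher and 176 lower in KM rats. A threshold of 0.05 would pass 684 genes here if none differed. The adjusted p was under 0.05 for 2 genes, and for 0 to 5 genes when each rat was left out in turn. RGD1562420 had a log2-fold change of 4.74 (standard error 0.41, adjusted p = 0.0112 from the QLF test of edgeR) and 0.943 ± 0.497 CPM (SD, n = 4) in “0” rats. Acsm5 had a log2-fold change of −3.64 (standard error 0.38, adjusted p = 0.0317). The KM and “0” values did not overlap in 312 of the DEGs. Over all genes tested this held for 634 genes or 4.63%, below the 5.71% that chance gives. Leaving out each rat in turn gave between 280 and 921 DEGs. Rats with the same replicate number in KM and “0” had deviations from their strain means that correlated across genes at 0.120, against −0.0398 for rats with other numbers. Apart from leaving out rats, the replicate number as a block raised the number of DEGs most, to 781. No KM rat has the number of “0” 4, so “0” 4 does not inform the difference in that fit. Between “0” and W rats, 912 of 13630 genes were DEGs and 15 had an adjusted p under 0.05, or 1 to 20 without single rats. The difference between the numbers of DEGs of these comparisons was not itself tested.

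**Figure D1:**
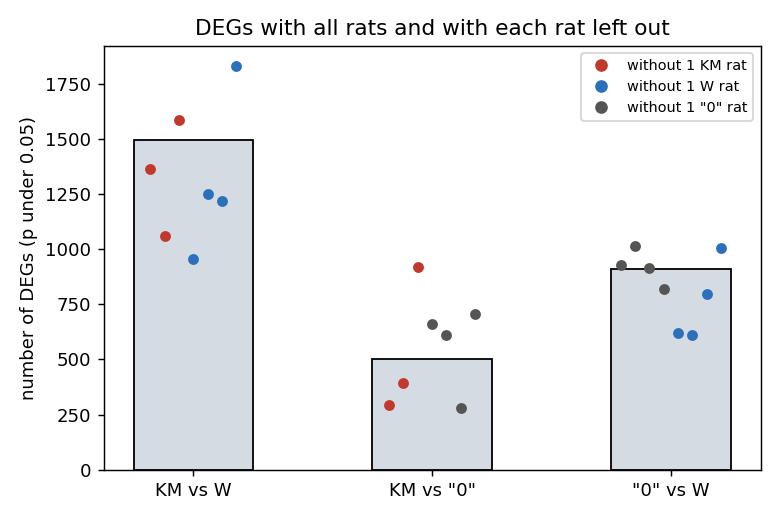
Number of DEGs (unadjusted p under 0.05) in each comparison of strains with all rats (bars) and with 1 rat left out (points, coloured by the strain of that rat). The points of KM vs “0” run from 280 to 921 around the bar at 500.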

The transcriptome of “0” rat samples showed fewer differences from that of the KM rat samples (494 DEGs, *p* < 0.05, QLF test; Supplementary Table 2). This result (fewer differences in the KM rats vs the “0” rats, compared to those found in KM vs W) is in accordance with the possible role of two factors. The first factor is related to the relatively recent appearance of a non-AE-prone phenotype in the course of “0” rat strain selection (fewer than 40 generations), and the second factor is related to the influence of the KM rat genotype on that of the “0” rat strain, which revealed the “hidden” AE proneness of the “0” rats (i.e., proneness not evident in the normal state of these animals). At the initial stages of “0” strain rat selection, several backcrosses to the KM parental rat strain had been performed (Fedotova et al., 2012) in order to obtain animals with a genetic background more similar to that of KM rats as currently existing Wistar rats differ from KM rats, due to the history of long separate breeding. This “hidden” AE proneness was revealed first, as not 100% of the “0” rats were non-AE-prone, and then, as expected, the AE seizures in the “0” rats developed after induction with a subthreshold dose of penthylenetetrazole (Fedotova et al., 2016; Poletaeva et al., 2017). In accordance with this finding, we used only the rats in the “0” rat strain group that did not respond to sound (see “Materials and Methods” section).

To annotate functional gene expression differences in the three rat genotypes, a comparative analysis of genes with altered expression levels was performed with KM, W, and “0” strain rats (the first strain being highly AE-prone, 100% of animals from two other groups were non-seizure prone). The results are discussed in terms of the possible involvement of these genes in neurological processes (Gene Ontology) and molecular networks (KEGG pathway enrichment).

The Venn diagram (Figure 1B) demonstrates the number of DEGs in the KM rat IC + SC brain tissue samples compared with those in the W and “0” rat tissue samples. 

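In the counts analysed, 1274 genes were DEGs only in KM vs W, 277 only in KM vs “0”, and 223 in both comparisons. Of the 223 shared genes, 136 were higher and 84 lower in KM rats in both comparisons. If the DEGs of the 2 comparisons were drawn independently from the 13585 genes tested in both, 53.2 would be shared, but both comparisons used the same 3 KM rats and so were not independent. The shared genes made up 44.6% of the DEGs of KM vs “0”. Their number ranged from 134 to 436 when each rat was left out in turn, was 251 with the replicate block, and was 133 when a change of more than 1.5-fold was also required. The lists of Supplementary Table 2 share 218 genes.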

Genes with expression levels that differed between the KM and W rats are involved in various processes, including cell migration, cytokine production, ribosome biogenesis, glutathione metabolism, regulation of PI3K signaling, DNA repair and the MAPK cascade (Figure 1). These results are not surprising, as KM and W rats were bred separately for more than two hundred generations, starting at the end of the 1940s. 

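Genes of the type I interferon response were examined in KM vs “0” from a list of 33 symbols, 15 of which Supplementary Table 2 names. Of these, 11 were DEGs and all 11 were higher in KM rats, while 269 of the other named DEGs were higher and 170 lower. Fisher's exact test (two-sided) gave p = 0.00842, and 0.0253 after Benjamini-Hochberg adjustment over the 9 tests of gene groups. Since the named genes are those the paper lists as differing, such a test concerns their direction and not their number. It also counts genes of the same rats as independent, so its p does not measure variation between rats. With the replicate block 9 of the interferon genes were DEGs and p was 0.0129. The median log2-fold change of the 14 interferon genes tested was 0.87. The mean log2 CPM of these genes was 3.34 ± 0.19 (SD, n = 3) in KM rats and 2.45 ± 0.13 (SD, n = 4) in “0” rats (exact permutation test, two-sided p = 0.0571, the smallest that 3 rats against 4 allow). Of the listed genes for dopamine biosynthesis, only Nr4a2 (ENSRNOG00000005600) has a symbol in the table. Nr4a2 had 11.3 ± 5.5 CPM (SD, n = 3) in KM rats and 3.07 ± 1.13 CPM (SD, n = 4) in “0” rats, a log2-fold change of 1.89 (standard error 0.40, adjusted p = 0.478 from the QLF test of edgeR).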

Selection of the “0” rat strain from KM × W hybrid rats resulted in differences that affected the expression of genes participating in dopamine biosynthesis, nerve impulse transmission, type I interferon signaling and regulation of the JAK-STAT cascade (Figure 1). Interestingly, genes common to the two groups that were compared (KM vs W rats and KM vs “0” rats) are involved in the regulation of the MAPK cascade and apoptotic process (Figure 1).

Analysis of enrichment of DEGs in KEGG pathways showed that differences in the gene expression profile included the downregulation of ribosome biogenesis, glutathione metabolism, the mTOR pathway, oxidative phosphorylation, glutathione metabolism, serotonergic synapse, and the synaptic vesicle cycle in the KM rats compared with the W rats (Figure 2). 

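Of the 9 named genes listed for the oxidative phosphorylation complexes, 8 were DEGs in KM vs W. All 8 were lower in KM rats, against 49.5% of the other named DEGs. Fisher's exact test (one-sided) gave p = 0.00372, and 0.0167 after adjustment over the 9 tests of gene groups. This call moved most when all 11 rats were fitted together, where only 1 of these genes was a DEG (Fisher's exact p = 0.465), and with the replicate block 4 were (Fisher's exact p = 0.0786). Of the 32 ribosomal protein DEGs, 29 were lower in KM rats (one-sided Fisher's exact p = 9.1e-07, adjusted 8.19e-06), and with the replicate block p was 0.000342. Genes of the same rats are not independent, so these Fisher's exact p values do not measure variation between rats. When the strains were exchanged among same-numbered rats, 5 of 60 groupings with a test, the real one included, gave a p as small. The mean log2 CPM of the 37 named ribosomal genes was 6.09 ± 0.24 (SD, n = 3) in KM rats, 6.43 ± 0.07 (SD, n = 4) in W rats and 6.33 ± 0.47 (SD, n = 4) in “0” rats (KM vs W, exact permutation test, two-sided p = 0.0571, the smallest possible). The paper names ribosome biogenesis, whereas this list holds genes of ribosomal proteins, 25 of them cytosolic. The genes of ribosome biogenesis themselves were not examined. Of the glutathione metabolism genes 4 were DEGs, 2 higher and 2 lower in KM rats (one-sided Fisher's exact p = 0.685, adjusted 0.689). The mean log2 CPM of the 6 named glutathione genes was 4.40 ± 0.28 (SD, n = 3) in KM and 4.60 ± 0.07 (SD, n = 4) in W rats (exact permutation test, two-sided p = 0.229). The other pathways of this list were not analysed here.

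**Figure D2:**
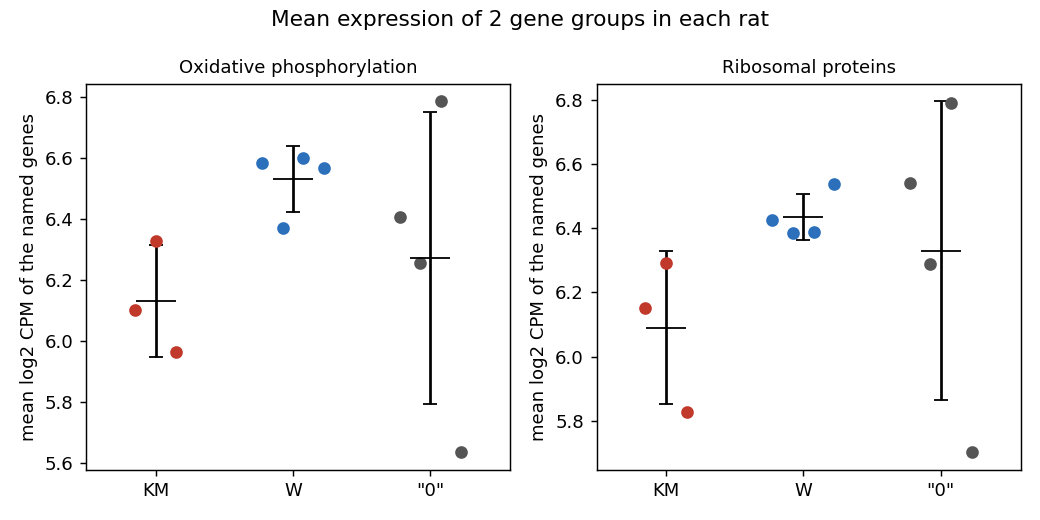
Mean log2 CPM over the 9 named genes listed for oxidative phosphorylation (left) and the 37 named ribosomal protein genes (right) in each rat (points). Bars give the mean and SD of each strain. The “0” rats spread from 5.64 to 6.79 for the oxidative phosphorylation genes, a wider range than that of either other strain.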

The upregulated pathways in the KM rats included the PI3K-Akt, Rap1, Ras, and MAPK signaling pathways (Figure 2). 

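Of the 295 symbols listed for the MAPK pathway, 47 are named in the supplementary table and 39 of those were DEGs in KM vs W, 26 higher and 13 lower in KM rats. The share of higher genes was 66.7%, against 49.7% of the other named DEGs (one-sided Fisher's exact p = 0.0263, adjusted 0.0592 over the 9 gene groups). Of these genes 24 were DEGs with the replicate block, and p was then 0.0899. Over all 47 named genes the median log2-fold change was 0.40, with 30 genes higher and 17 lower. Their mean log2 CPM was 4.83 ± 0.03 (SD, n = 3) in KM and 4.67 ± 0.02 (SD, n = 4) in W rats (exact permutation test, two-sided p = 0.0571, the smallest possible). A separation of the strains was favoured in advance here, since the named genes are those that the paper lists as differing.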

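Of the Notch pathway genes named in Supplementary Table 2, 4 were DEGs in KM vs “0”, 3 of them higher in KM rats. Among the other named DEGs of this comparison 62.1% were higher, and Fisher's exact test (one-sided) gave p = 0.514, or 0.660 after adjustment. Its value was 0.472 with the replicate block. Over the 8 named Notch genes the median log2-fold change was 0.04, with 4 genes higher and 4 lower. Their mean log2 CPM was 5.04 ± 0.02 (SD, n = 3) in KM and 4.95 ± 0.10 (SD, n = 4) in “0” rats (exact permutation test, two-sided p = 0.229).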

The comparison of KM and “0” rat samples revealed the upregulation of aldosterone synthesis, thyroid hormone and Notch signaling pathways in the KM rats (Figure 2). 

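Genes of the TGFβ pathway that were DEGs numbered 8 in KM vs W, with 5 higher in KM rats (one-sided Fisher's exact p = 0.367, adjusted 0.550). In KM vs “0” they numbered 6, with 5 higher (p = 0.268 by the exact test, adjusted 0.482). The replicate block gave p = 0.416 by Fisher's exact test for KM vs “0”. Across the 11 named TGFβ genes, 8 were higher in KM than in W rats and 7 higher than in “0” rats. Their mean log2 CPM was 4.94 ± 0.08 (SD, n = 3) in KM, 4.80 ± 0.03 (SD, n = 4) in W and 4.77 ± 0.09 (SD, n = 4) in “0” rats. An exact permutation test (two-sided) gave p = 0.0571, the smallest possible, for KM vs W and p = 0.114 for KM vs “0”, and the choice of genes that the paper lists as differing favours a low value.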

Finally, the transforming growth factor β (TGFβ) signaling pathway was upregulated in the KM rats compared with both the W and “0” rats (Figure 2).

**FIGURE 2:**
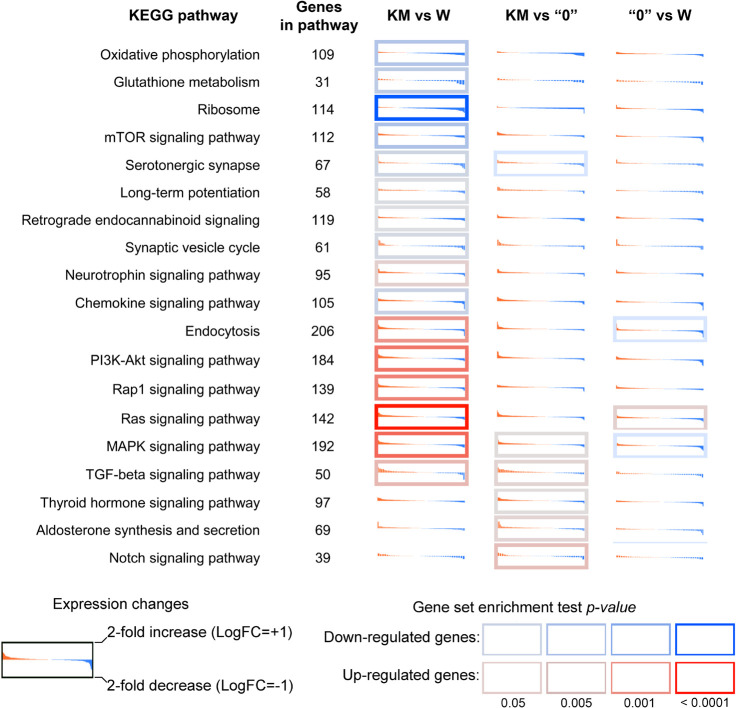
Differential expression profiles of genes participating in the most affected KEGG pathways in the KM, W, and “0” rats. For each KEGG term, genes were identified (irrespective of *p*-value) and sorted by decreasing log2-fold change. Red-to-blue sub-plots illustrate expression level changes (log-scale, with values decreasing across the plot). The log2 expression level fold change (LogFC) range extends from −1 (i.e., 2-fold downregulation; blue) to +1 (i.e., 2-fold overexpression; red). The cell border indicates the gene set enrichment (GSEA) *p*-value for a pathway. A red border indicates that a KEGG pathway is enriched with upregulated genes; a blue border indicates that a KEGG pathway is enriched with downregulated genes. The *p*-value was calculated for up- and downregulated genes using Fisher’s exact test.

These data indicate that breeding of the KM strain induced significant gene expression profile changes in comparison with that of the Wistar rats, and the latter can be regarded comprising the initial population. The selection for increased sound reactivity among successively bred KM strain rats, including seizure provocation, resulted in “shifts” toward a presumably pathological state, which affected different processes. This selection affected synaptic plasticity, cytokine production, the DNA repair system and key neurochemical pathways, including signal transmission *via* different kinases (MAPK and PI3K). It is reasonable to suggest that the “0” strain non-AE-prone phenotype is probably the result of changes in MAP kinase activity, dopamine synthesis and type I interferon signaling, which may be crucial for decreasing AE proneness.

### The Mitigation of ERK1/2 Activity and Changes in the Expression of Genes Involved in the MAP Kinase Pathway Are Characteristics of the Non-AE-prone Phenotype

Extracellular signal-regulated kinases 1 and 2 (ERK1 and ERK2) are essential components of the classical pathway of MAP kinase, and they are believed to be among the factors that mediate epileptiform seizures, at least in *Fmr1*-KO mice and KM rats (Nateri et al., 2007; Curia et al., 2013; Glazova et al., 2015; Dorofeeva et al., 2017). Different regional distributions of ERK1/2 in KM and W rats and higher levels of phosphorylated ERK1/2 (i.e., the active form) in KM rats were recently demonstrated (Dorofeeva et al., 2017; Chernigovskaya et al., 2019). 

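In KM vs “0”, 10 of the named MAPK genes were DEGs, 6 higher and 4 lower in KM rats. That is 60.0%, against 62.3% of the other named DEGs (one-sided Fisher's exact p = 0.689, adjusted 0.689). When the replicate block was fitted, 9 were DEGs and p was 0.732. Of the 39 MAPK genes that were DEGs in KM vs W, 6 were DEGs in KM vs “0” as well. Over all 47 named genes, which the paper lists as differing in KM rats in either comparison, the median log2-fold change in KM vs “0” was 0.15, with 30 genes higher and 17 lower in KM rats. The mean log2 CPM of these genes was 4.72 ± 0.05 (SD, n = 4) in “0” rats and higher in every KM rat than in any “0” rat (exact permutation test, two-sided p = 0.0571, the smallest possible), which this choice of genes favours.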

In accordance with these data, the differential gene expression pattern of MAPK pathway participants in this study was shared by comparisons of two pairs (KM vs W rats and KM vs “0” rats) (Figure 1). This observation indicates that expression changes in components of the MAP kinase cascade distinguish KM rats from both W and “0” rats (Figure 1).

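The transcript of Rasgrp3 (ENSRNOG00000032703) had 44.7 ± 3.02 CPM (SD, n = 3) in KM rats and 20.3 ± 4.46 CPM (SD, n = 4) in W rats. Its log2-fold change was 1.15 (standard error 0.18, adjusted p = 0.116 from the QLF test of edgeR), and stayed between 1.01 and 1.23 when each rat was left out. Rasgrp2 (ENSRNOG00000021098) changed in the other direction, with a log2-fold change of −0.77 (standard error 0.32, unadjusted p = 0.0419, adjusted p = 0.447). Atf4 (ENSRNOG00000017801) had 148 ± 20.4 CPM (SD, n = 3) in KM rats and 110 ± 14.6 CPM (SD, n = 4) in W rats, a log2-fold change of 0.44 (standard error 0.14, adjusted p = 0.366).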

The detailed analysis of genes involved in the KM-specific MAPK cascade revealed the upregulation (in comparison with the expression in W rats) of classical MAP kinase pathway components, including the following genes: receptor tyrosine kinase (*RTK*) and RTK ligand, epidermal growth factor (*EGF*), nucleotide exchange factor RasGRP, and cyclic AMP-dependent transcription factor ATF-4, also known as CREB (Figure 3A). 

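Among the GADD45 genes, Gadd45b (ENSRNOG00000019822) had 8.70 ± 1.25 CPM (SD, n = 3) in KM rats and 5.65 ± 1.26 CPM (SD, n = 4) in W rats, a log2-fold change of 0.63 (standard error 0.22, adjusted p = 0.394 from the QLF test of edgeR). For Gadd45g (ENSRNOG00000013090) these values were 7.03 ± 0.456 CPM (SD, n = 3) and 4.83 ± 0.994 CPM (SD, n = 4), a log2-fold change of 0.54 (standard error 0.21, adjusted p = 0.429). The unadjusted p was 0.0195 for Gadd45b and 0.0315 for Gadd45g, and with the replicate block it was 0.121 for Gadd45g.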

The KM rat gene expression profile was also characterized and compared to that of the W rats, and higher expression levels of interleukin 1 receptor (*IL1R*) and myeloid differentiation primary response-88 (*MYD88*) genes, as well as growth arrest and DNA damage (*GADD45*) genes and downstream agents of the p38 MAP kinase pathway were found. The latter observation suggests that neural cells of KM rats are highly susceptible to stress signals due to cytokine stimulation and DNA damage (Figure 3A; Mikhailov et al., 2005). Importantly, the expression changes of the aforementioned genes in “0”, when compared to KM samples, demonstrated the opposite expression pattern (Spearman’s correlation = −0.625, *p* < 0.05), which suggests that MAPK signaling features characteristic of KM rats are “compensated” in some manner in “0” rats (Figures 3A,B). This observation was supported by Western blot analysis, through which we determined the quantity of the phosphorylated (active) forms of ERK1/2 in W, KM and “0” rat samples. 

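Across the 47 named MAPK genes the log2-fold changes of KM vs W and of “0” vs KM had a Spearman's correlation of −0.585, and 41 genes had opposite signs. Of the 39 genes that were DEGs in KM vs W, 35 changed in the opposite direction in “0” rats. Genes are not independent replicates, so the correlation across them carries no p here. The same KM rats entered both comparisons with opposite signs. When 2 KM rats were compared with W and the remaining KM rat with “0”, the correlation was −0.308 with KM 1, −0.424 with KM 2 and −0.435 with KM 3 in the second comparison. The replicate block gave −0.552.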

The results showed the increased levels of phosphorylated ERK1 and ERK2 observed in the KM rats samples compared with those in the W rat samples (increased by 40%, *p* < 0.05, Kruskal-Wallis test with *post hoc* analysis), and these levels were lower in “0” rats, resembling the levels intrinsic to W rats (Figure 3C).

**FIGURE 3:**
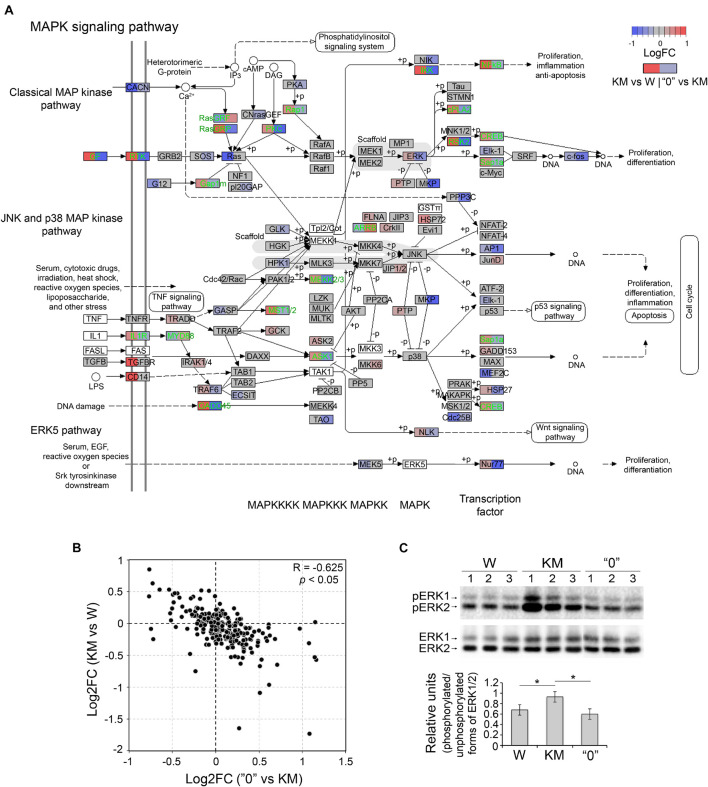
The expression of MAPK pathway and ERK1/2 genes was alleviated in “0” rats. **(A)** Differential expression of genes participating in the MAPK pathway (rno04010). Gene expression changes are shown in color (log2-scale; LogFC; red – upregulation, blue – downregulation, gray – no change, white background – the absence of expression). Each gene block is divided into two sections (the left block shows differential expression between KM and W rats; right – between “0” and KM samples). Genes that demonstrate opposite changes between two pairs of comparisons (“compensated” genes) are shown in green font. **(B)** Scatter plot depicting the pairwise comparison of log2-fold changes between the KM vs W and “0” vs KM groups. R – Spearman’s correlation coefficient. **(C)** Western blot analysis of phosphorylated and unphosphorylated forms of ERK1/2 (*top*) and the calculation of the optical density of the signals (*bottom*). For semiquantitative estimation, the optical density of phosphorylated ERK1/2 was subjected to two levels of normalization: first between samples and second on the unphosphorylated form of ERK1/2. *p < 0.05, Kruskal-Wallis test with *post hoc* analysis.

Considering these results, we hypothesized that this “compensation” of the expression levels of genes implicated in the MAPK cascade is one of the factors contributing to the acquisition of the non-AE-prone phenotype in “0” rats.

### Non-AE-proneness Is Accompanied by the “Reversion” of the Expression Pattern of More Than One-Half of the Genes, Resembling That of the Progenitor State

The emergence of differences in genetic patterns (and thus in gene expression profiles) of KM and “0” rats was analyzed according to the strain selection history, which followed two stages. In the first selection stage, the AE-prone phenotype was acquired by KM rats. This development proceeded through several intermediate stages, which reflect the gradual increase in AE proneness (both penetrance and expressivity) during dozens of generational selections and resulted in nearly 100% AE proneness in the current KM strain. The second stage involved the selection of non-AE-prone animals from KM × W rat hybrids. Given the multifactorial nature of the AE-prone phenotype, it is logical to assume that selection for the non-AE-prone phenotype among rats in the W × KM hybrid population resulted in the selection of gene alleles with an expression pattern characteristic of non-AE-prone Wistar rats. To test this assumption, we compared the expression levels of genes with the greatest significant differences between the KM and W rats and between the KM and “0” rats (*p* < 0.01). This comparative analysis showed negative correlations of log2-fold changes (Spearman’s correlation = −0.711, *p* < 0.01), with over 70% of the DEGs exhibiting an opposite direction of expression, indicating that the pathophysiological genetic peculiarities in the KM rats had been lost in the course of strain “0” selection (Figure 4A).

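The counts analysed gave 452 genes with an unadjusted p under 0.01 in either comparison and tested in both, 377 of them in KM vs W and 106 in KM vs “0”. Across these genes the log2-fold changes of KM vs W and “0” vs KM had a Spearman's correlation of −0.713 and a Pearson's correlation of −0.688, and 405 genes or 89.6% had opposite signs. The correlation ranged from −0.806 to −0.653 when each rat was left out and was −0.640 with the replicate block. The KM mean entered both log2-fold changes with opposite signs. If the strains did not differ, sharing the 3 KM rats would by itself give an expected correlation of −0.571 between the differences of the means. Over all 13585 genes tested in both comparisons, chosen without regard to p, the correlation was −0.602. When 2 KM rats were compared with W and the remaining KM rat with “0”, the correlation across the genes with p under 0.01 was 0.0487, −0.506 and −0.00150 for the 3 choices, with a mean of −0.153, and 58.9% of the genes had opposite signs on average. Across all tested genes it then had a mean of −0.0950 with a range from −0.268 to −0.00803.

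**Figure D3:**
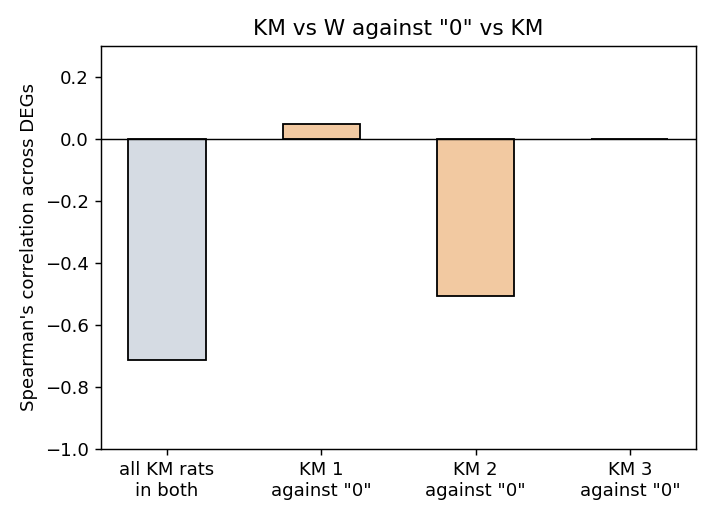
Spearman's correlation across genes between the log2-fold changes of KM vs W and of “0” vs KM, with all 3 KM rats in both comparisons (grey) and with the named KM rat compared with “0” and the other KM rats with W (orange). The value was −0.713 with shared rats and 0.0487, −0.506 and −0.00150 with different rats.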

**FIGURE 4:**
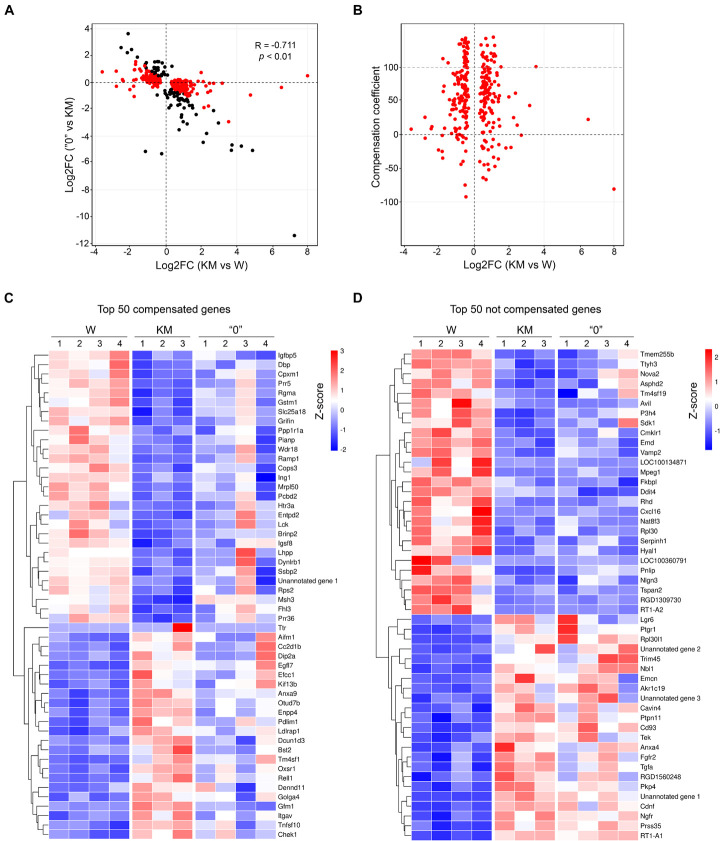
The expression levels of most genes in the “0” rat samples tended to be reverted to the levels in the W rats. **(A)** The log2-fold change of gene expression that shows the significant difference in the expression levels between the KM and W rat transcriptomes (X-axis) and between the “0” and KM rat transcriptomes (Y-axis). Positive values correspond to activation in the KM or “0” rats. One point represents one gene, and only genes exhibiting significant changes (*p* < 0.01, QLF test) are shown. Genes with differences in expression between the KM and W transcriptomes are shown in red, and those with differences only between the “0” and KM transcriptomes are shown in black. **(B)** Dependence of the compensation coefficient (Y-axis) on the log2-fold change in the KM and W rat comparison (X-axis). The compensation coefficient was calculated as a percentage of mean (logCPM) KM – mean (logCPM) 0)/(mean (logCPM) KM – mean (logCPM) W. **(C)** Heat map of the top 50 compensated genes (>50 of the compensation coefficient value) displayed in line from the highest *p*-value at the top to the lowest *p*-value at the bottom. **(D)** Heat map of the top 50 genes exhibiting the least or no compensatory expression (<50 of compensation coefficient value) displayed in line from the highest *p*-value at the top to the lowest *p*-value at the bottom. The expression values of the genes presented in panels **(C,D)** are Z-transformed.

To quantify this putative “compensation” effect in the gene expression profile in the “0” strain rats, we calculated the compensation coefficient as described in the “Materials and Methods” section. According to the formula used for the calculation, in cases when the compensation coefficient was close to 100% (i.e., in the “0” rat samples) almost complete “compensation” was observed for genes that showed different expression patterns in the KM in comparison with the W rats. Higher values of the compensation coefficient corresponded to overcompensation, and negative values corresponded to cases for which no compensation or enhancement of the KM phenotype was evident. 

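The compensation coefficient was computed for the 394 genes with an unadjusted p under 0.01 in KM vs W, from mean log2 CPM values with a prior count of 2. It lay between 1 and 100 for 305 genes or 77.4% (95% Wilson interval over genes 73.0% to 81.3%). The interval treats the genes as independent. A jackknife that left out each rat in turn gave a standard error of 9.08 percentage points for this share. The median coefficient was 40.7, with quartiles of 14.6 and 67.1. The standard deviation of that median over the 4 “0” rats taken singly was 23.3. A coefficient above 100 was found for 30 genes. The KM mean stands in both the numerator and the denominator, and if the strains did not differ this would by itself give a ratio near 57.1%. With different KM rats in the numerator and the denominator, the share between 1 and 100 was 49.1%, 66.4% and 47.8% for the 3 choices, and the median coefficient was 5.86, 16.1 and 3.33. With the replicate block in the choice of genes, 64.3% of 442 genes lay between 1 and 100 and the median was 63.3.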

Applying this approach, we showed that the expression levels of a large fraction of DEGs observed in the comparison of the KM and W rat samples were compensated (the compensation coefficient was between 1 and 100 for as many as 70% of the DEGs, with the most-significant changes indicated by *p* < 0.01; Figure 4B and Supplementary Figure 1). These data also indicate that the gene expression profile in the “0” rat strain was substantially “reversed” (i.e., “returned”) to that representing original expression levels, which were observed in the *corpora quadrigemina* of the W rats. Importantly, these “compensation data” were revealed for both upregulated and downregulated expression patterns, which distinguished the KM rat samples from the W rat samples) (Figure 4C). However, at least 15% of the DEGs that were predominantly downregulated in the KM rats (compared with the W rats) were not compensated in the “0” rats (Figure 4D). This finding may signify that the “0” rat strain carries part of the KM rat genetic background (the “0” rat strain can be induced to AE proneness with subthreshold penthylenetetrazole injection, as explained above).

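Among the 194 genes higher in KM than in W rats, the coefficient was between 1 and 100 for 150 genes or 77.3%, with a median of 40.7. Among the 200 genes lower in KM rats it was so for 155 genes or 77.5%, with a median of 40.8.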

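The coefficient was 0 or less for 55 of the 394 genes, or 14.0%. Of these, 31 were lower and 24 higher in KM than in W rats, which is 56.4% lower. The uncompensated share was 15.5% of the genes lower and 12.4% of the genes higher in KM rats (Fisher's exact test, two-sided p = 0.387), a difference that the test did not resolve. When each rat was left out, the share ranged from 7.65% to 18.3%, and with different KM rats in numerator and denominator it was 40.4% on average.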

To validate the gene expression patterns revealed by RNA-seq, we performed qPCR analysis for six selected genes exhibiting opposite expression differences between the KM and “0” rat samples in comparison with the pattern of differences in the KM and W rat sample pairing. These genes evaluated were acyl-CoA synthetase medium-chain family member 5 (*Acsm5*); calcium voltage-gated channel auxiliary subunit gamma 4 (*Cacng4*); potassium voltage-gated channel subfamily E regulatory subunits 2 and 5 (*Kcne2* and *Kcne5*); mutS homolog 3 (*Msh3*), a component of the DNA mismatch repair system; and the transthyretin (*Ttr*) gene, which encodes the protein that transports thyroxin and the retinol-binding protein complex (Fishel, 1998; Park et al., 2013; Sharma et al., 2019). This analysis confirmed the differences in KM rat gene expression compared with W rat gene expression, as well as the trend in the “0” rat strain of gene expression level “reversion” to the levels observed in the W rats (*p* < 0.05, Kruskal-Wallis test with *post hoc* analysis, Figure 5).

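In the RNA-seq counts, Acsm5 (ENSRNOG00000031211) had 2.23 ± 0.940 CPM (SD, n = 3) in KM, 10.1 ± 5.84 CPM (SD, n = 4) in W and 28.4 ± 8.81 CPM (SD, n = 4) in “0” rats. Its log2-fold change in KM vs W was −2.15 (standard error 0.67, adjusted p = 0.360 from the QLF test of edgeR). Cacng4 (ENSRNOG00000003262) had 79.9 ± 1.47 CPM (SD, n = 3) in KM, 120 ± 4.87 CPM (SD, n = 4) in W and 121 ± 22.4 CPM (SD, n = 4) in “0” rats, with log2-fold changes of −0.58 (standard error 0.10) against W and −0.59 (standard error 0.16) against “0”. Kcne5 (ENSRNOG00000019176) had log2-fold changes of 1.34 (standard error 0.28) and 0.95 (standard error 0.23) in the same comparisons. Msh3 (ENSRNOG00000013673) had 1.77 ± 1.03 CPM (SD, n = 3) in KM, 10.2 ± 1.17 CPM (SD, n = 4) in W and 10.7 ± 1.54 CPM (SD, n = 4) in “0” rats. Its log2-fold changes were −2.54 (standard error 0.39, adjusted p = 0.109) and −2.60 (standard error 0.40, adjusted p = 0.188). For Cacng4, Kcne2, Kcne5 and Msh3 every KM rat lay on the same side of every W and “0” rat (exact permutation test on log2 CPM, two-sided p = 0.0571 in each comparison, the smallest possible). Kcne2 (ENSRNOG00000029811) had 3.32 and 3.13 CPM in KM 1 and KM 2 and 32.6 CPM in KM 3, against 1.66 ± 0.279 CPM (SD, n = 4) in W and 1.58 ± 0.389 CPM (SD, n = 4) in “0” rats. Ttr (ENSRNOG00000016275) had 10.1, 37.1 and 6451 CPM in KM 1, KM 2 and KM 3, between 2.40 and 44.3 CPM in the W rats, and between 0.130 and 1.33 CPM in the “0” rats, so that KM overlapped with W but not with “0” rats. Without KM 3 the log2-fold change of KM vs W fell from 2.96 to 0.97 for Kcne2 and from 7.27 to 0.78 for Ttr, and that of KM vs “0” from 3.02 to 1.05 for Kcne2 and from 11.41 to 4.93 for Ttr. The replicate block kept the direction of all 6 genes in both comparisons. Its log2-fold changes in KM vs W were −1.69 for Acsm5, −0.60 for Cacng4, 2.05 for Kcne2, 1.24 for Kcne5, −2.57 for Msh3 and 4.11 for Ttr. In KM vs “0” they were −3.48 for Acsm5, −0.60 for Cacng4, 2.25 for Kcne2, 1.06 for Kcne5, −2.80 for Msh3 and 7.29 for Ttr.

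**Figure D4:**
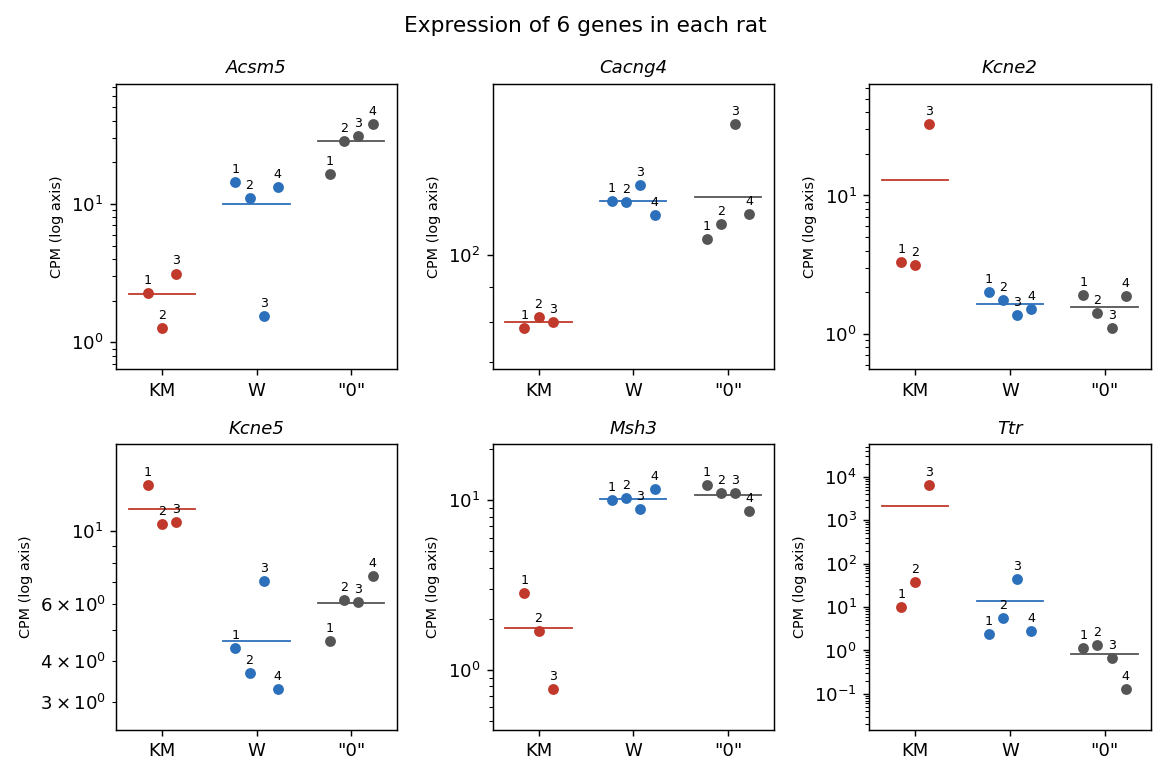
CPM (log axis) of 6 genes in each KM, W and “0” rat (points, numbered by replicate) with the mean of each strain (lines). For Ttr and Kcne2 the KM mean is set by KM 3, at 6451 and 32.6 CPM.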

**FIGURE 5:**
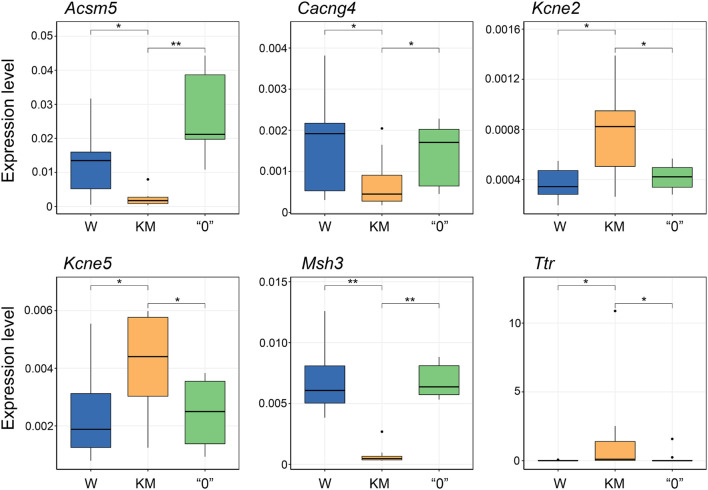
qPCR validation of gene expression changes initially observed through RNA-seq analysis. Expression levels determined by the 2^–*dCt*^ equation, including normalization of the genes of interest levels to a housekeeping gene (*Ywhaz*) for each group of samples. Expression levels were estimated for no fewer than 6 rats. *p < 0.05, **p < 0.01, Kruskal-Wallis test with *post hoc* analysis.

In addition, in the comparison between KM and W rats, a decrease in the expression level of genes encoding components of the 1st, 3rd, and 4th complexes of the respiratory chain and of the F-ATPase genes was observed. 

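Of the genes listed for these complexes, the supplementary table names 5 of the 1st complex, 2 of the 4th complex and 2 of ATP synthase. It names none of those listed for the 3rd complex, which was therefore not analysed here. All 9 were lower in KM than in W rats, with a median log2-fold change of −0.42 for the 1st complex, −0.22 for the 4th complex and −0.40 for ATP synthase. The mean log2 CPM of the 1st complex was 6.39 ± 0.17 (SD, n = 3) in KM and 6.85 ± 0.10 (SD, n = 4) in W rats (exact permutation test, two-sided p = 0.0571, the smallest possible). For the 4th complex the same exact test gave p = 0.171 and for ATP synthase p = 0.0571.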

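In “0” vs KM the median log2-fold change was 0.20 for the 5 listed genes of the 1st complex. It was 0.31 for the 2 of the 4th complex and 0.10 for the 2 of ATP synthase. Cox7a2l2 is named in the supplementary table but was not in the list of the 4th complex. Its log2-fold change was −0.62 in KM vs W and −0.04 in “0” vs KM, so it was not compensated. The mean log2 CPM of the 1st complex was 6.52 ± 0.53 (SD, n = 4) in “0” rats. The difference between KM and “0” rats was smaller than this spread, with exact permutation p values of 0.686 for the 1st complex, 0.229 for the 4th and 0.914 for ATP synthase (two-sided). The median over all 9 genes was 0.12, 0.32 with the replicate block, and from −0.03 to 0.35 when each rat was left out.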

In the “0” rats, compensation for the expression of the genes encoding 1st and 4th complexes and ATP synthase was detected, but not for the 3rd complex (Supplementary Figure 2).

Taken together, these results indicated that the selection of the “0” rat strain resulted in the large “reversion” in the gene expression profile toward that intrinsic to the progenitor W rats.

Thus, the genes that tended to “compensate” for the expression level in the “0” rat strain (see above) can presumably be considered genes involved in the development of the AE phenotype in the KM strain. Among these genes, we focused primarily on the genes involved in human epilepsy (i.e., their mutations and/or changes in the expression level of these genes in humans increase the risk of epilepsy). The DEGs in other rodent model strains with an AE phenotype were also of interest in this analysis, in particular, insulin-like growth factor-binding protein 5 (IGFBP5), which has been shown to associate with four and a half LIM domains protein 2 (FHL2), which tunes neuronal functioning (including seizure proneness) via androgen production and respective receptors (Reddy, 2004; Jamali et al., 2006). These genes also included glutathione S-transferases (GSTs), which conjugate electrophilic compounds and thus may play neuroprotective roles by removing exogenous and endogenous oxidants. Carriers of GSTM1-null genotypes in European and Asian populations have been found to show significant risk of developing epilepsy, emphasizing the involvement of the antioxidant system in seizure susceptibility (Ercegovac et al., 2015; Prabha et al., 2016). 

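Igfbp5 (ENSRNOG00000017206) had 116 ± 33.1 CPM (SD, n = 3) in KM and 218 ± 28.7 CPM (SD, n = 4) in W rats, a log2-fold change of −0.90 (standard error 0.20, adjusted p = 0.287 from the QLF test of edgeR). Gstm1 (ENSRNOG00000029726) had 144 ± 20.2 CPM (SD, n = 3) in KM and 248 ± 32.8 CPM (SD, n = 4) in W rats, with a log2-fold change of −0.77 (standard error 0.15, adjusted p = 0.199). All KM values lay below all W values for both genes (exact permutation test, two-sided p = 0.0571, the smallest possible).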

In our study, we found downregulation of *Igfbp5* and *Gstm1* gene expression in the KM rats. The abnormal pattern of the brain antioxidant system in KM rat strain has been previously demonstrated (Medvedev et al., 1992). 

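Expressed as a fold, Msh3 was 5.80-fold lower in KM than in W rats and 6.07-fold lower than in “0” rats. When each rat was left out in turn, its log2-fold change in KM vs W ranged from −3.08 to −2.14. The fold against “0” rats was 6.97 with the replicate block. Ttr in KM vs W reached a log2-fold change of 9.19 when a rat other than KM 3 was left out, its size in this comparison rested on KM 3, and an exact permutation test over the KM and W rats gave a two-sided p of 0.171.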

The changes detected in the expression of the *Msh3* and *Ttr* genes in our study are also of interest because mutations or changes in the expression levels of these genes had been previously detected in other AE-prone rodent strains (WAR rats and GASH/Sal hamsters) (Damasceno et al., 2020; Díaz-Rodríguez et al., 2020).

## Discussion

Analysis of the transcriptome in audiogenic rat strain (KM) and its comparison with the transcriptome of non-AE-prone rats in the original Wistar population and with “0” rats subjected to “reverse” selection allowed us to identify candidate genes for which expression changes are presumably the cause of AE phenotype acquisition. This approach met with certain difficulty, as some of the differences detected (1488 DEGs in the KM vs W rats and 494 DEGs in the KM vs “0” rats) may have been the result of changes in the genetic background of the strains, which was noted in both the KM and Wistar rats due to random changes occurring during the separate breeding of KM and W rat strains over many generations. We assumed that seizure proneness (including AE proneness) emerged during the early stages of brain development. If this supposition is accurate, then an analysis of the adult animal brain transcriptome would not lead to the detection of key changes in gene expression that are critical for AE phenotype development from the early ontogeny to the age of 3 months. A previous analysis of AE development in KM rat ontogenesis showed that AE seizures are reliably (at full intensity) expressed at the age of 3 months (Fedotova and Semiokhina, 2002; Poletaeva et al., 2017). Similar dynamics were described for GEPR AE expression (Thompson et al., 1991). In accordance with these observations, we used 4-month-old rats in experiments (see “Materials and Methods” section). Notably, a direct comparison of gene expression patterns in rats and humans is not appropriate because of the immense differences in brain structures. Nevertheless, the comparison of our transcriptomic data for the set of rat strains (W, KM, and “0” strains) with data obtained for other rodent AE-prone animals, such as WAR rats and GASH/Sal hamsters (Damasceno et al., 2020; Díaz-Rodríguez et al., 2020), allowed us to identify patterns that are apparently causally related to the development of AE. The observed partial reversion of the gene expression profile in the “0” rats (partially non-AE-prone but derived from KM rats) toward the expression profile of the W rats and the ability to compare our results with other AE rodent models allowed us to reduce the number of genes of interest.

Considering our data, we concluded that the most characteristic feature of the KM rat IC + SC transcriptome is ∼10-fold decrease in the expression of the *Msh3* gene (MutS homolog) in comparison with that in the W and “0” rats (Figure 5). Along these lines, it was previously shown that the GASH/Sal AE-prone hamster strain carries a mutation in the *Msh3* gene potentially capable of disrupting Msh2/Msh3 protein heterodimerization (Díaz-Casado et al., 2020). These proteins were shown to form the MutSß complex, which participates in DNA repair by recognizing insertion-deletion loops of 1–15 nucleotides and DNA with 3′ single-stranded overhangs (Gupta et al., 2011); the authors suggested that the increase in *Msh3* expression level observed in GASH/Sal hamsters is probably due to changes in compensatory gene expression (Díaz-Casado et al., 2020). Disruption of the MutSß complex in mice with Msh2 deficiency was reported to induce a decrease in the expression levels of cytochrome *c* oxidase subunit 2 (CoxII), the ATP synthase β-subunit, and superoxide dismutase genes (in comparison with those in WT animals) (Francisconi et al., 2006). This genotypic change increased animals’ susceptibility to kainic acid (KA)-induced seizures. A single KA injection increased seizure proneness and hippocampal neuronal death, while systemic KA injections increased the mortality rate together with an increase in tonic-clonic seizure severity (Francisconi et al., 2006). The data previously reported also showed that disruption to the DNA repair system can cause mitochondriopathy in the brain, which presumably leads to predisposition for convulsions. As mentioned above, the gene expression profile of the KM rats compared to the W rats in our study demonstrated a decrease in *Acsm5* gene expression (Figure 5) and in a number of genes encoding components of the 1st (NADH:ubiquinone oxidoreductase), 3rd (coenzyme Q:cytochrome *c* oxidoreductase), and 4th (cytochrome *c* oxidase) respiratory complexes and F_0_-ATP synthase. Characteristically, this decrease was partially compensated in the “0” rats (Supplementary Figure 2). It was previously shown that KM rats demonstrated reduced ATP production and increased H_2_O_2_ levels in the brain and liver compared with W rats (Venediktova et al., 2017). In our study, KM rat mitochondrial disorders also induced an increase in the expression of a number of genes that positively regulate apoptosis (Figure 4). An increased apoptosis rate in the inferior colliculi in KM rats compared to W was previously described (Chernigovskaya et al., 2018). This increase in apoptosis rate may be associated with abnormal brain development in KM rats, which in turn may be the cause of epileptogenesis, this effect was experimentally demonstrated in inferior colliculi and hippocampus of KM rats (Chernigovskaya et al., 2018; Kulikov et al., 2020). The delay in IC development was also demonstrated, in line with apoptosis, (Kulikov et al., 2020).

In addition to mitochondrial disorders, the reduced expression of the *Msh3* gene and an increase in DNA repair disorders may elevate the frequency of mutations and hence contribute to the rapid selection of the audiogenic phenotype. Similarly, it was previously shown that the 101/HY mouse strain, which is characterized by intense AE, is hypersensitive to chemical mutagens (these mice carry a mutation in the locus controlling DNA repair after chemical mutagenesis) (Boiarshinova et al., 2009). The mechanisms of reducing the expression of the *Msh3* gene in KM rats need further study.

An important link in the process of AE development is the increase in MAPK/ERK1/2 activity. We showed the overexpression of a number of MAPK cascade genes and increased phospho-ERK1/2 levels in KM rats (Figures 1, 3) in comparison to both W and “0” strain rats. A decrease in the expression level of some MAPK cascade genes in “0” rats can be considered as a compensatory effect, leading to a decrease in sensitivity to loud sound. 

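Cd14 (ENSRNOG00000017819) had 5.00 ± 1.77 CPM (SD, n = 3) in KM, 2.36 ± 0.394 CPM (SD, n = 4) in W and 5.20 ± 0.959 CPM (SD, n = 4) in “0” rats. Its log2-fold change was 1.09 (standard error 0.29, adjusted p = 0.320 from the QLF test of edgeR) in KM vs W and −0.05 (standard error 0.29, adjusted p = 0.994) in KM vs “0”. Tgfbr2 (ENSRNOG00000013265) had a log2-fold change of 0.64 (standard error 0.28, unadjusted p = 0.0481, adjusted p = 0.456) in KM vs W, with the KM and W values overlapping.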

The proapoptotic (and presumably proinflammatory) responses in the KM rats may have been connected to the increased transcription of a number of genes coding the upstream components of the JNK/p38 cascade (IL1R, TGFBR, and CD14) that are critical for these reactions (Verstrepen et al., 2008). In KM rats the apoptotic events were described in Chernigovskaya et al. (2018). The upregulation of inflammatory pathways in neuronal tissue was shown to have a crucial effect in the development of epilepsy (Rana and Musto, 2018). To our knowledge no current data on the KM strain inflammation system exist. In addition, KM rats have been shown to exhibit a significant increase in the expression of *GADD45* genes, which are involved in the activation of p38 and induction of apoptosis in response to DNA damage, which may be associated with impaired mitochondrial function, increased H_2_O_2_ production and inflammation (Liebermann and Hoffman, 2002). In our study, KM rats exhibited an increase in the transcription of growth factor genes and genes encoding the receptor tyrosine kinases PKC and RasGRP, which may have led to the increase in the activation of ERK1/2. 

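Hras (ENSRNOG00000016611) had 57.5 ± 3.93 CPM (SD, n = 3) in KM and 78.0 ± 6.90 CPM (SD, n = 4) in W rats, a log2-fold change of −0.43 (standard error 0.11, adjusted p = 0.320 from the QLF test of edgeR). Nras (ENSRNOG00000023079) had 14.6 ± 1.55 CPM (SD, n = 3) in KM and 11.5 ± 1.29 CPM (SD, n = 4) in W rats, a log2-fold change of 0.35 (standard error 0.15, unadjusted p = 0.0527, adjusted p = 0.467).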

On the other hand, the *Ras* transcription level was found to decreased in the KM rats, which may have compensated for the increase in upstream components in the system (Figure 4). Notably, the increase in the phosphorylation level of ERK1/2 in the KM rats (in comparison with the W and “0” rats) was directly shown in the present work. Previously, elevated levels of phospho-ERK1/2 were demonstrated in the inferior colliculi, hippocampus and striatum of KM rats (Dorofeeva et al., 2017; Chernigovskaya et al., 2018, 2019). We assume that activation of ERK1/2 may be a key mechanism for the development of AE. ERK1/2 activity contributes to a decrease in the seizure threshold via mechanisms involving enhanced glutamatergic synaptic transmission, which is induced *via* the expression of glutamate excretion (VGLUT2) and subsequent stimulation of NMDA receptors, as well as by an increase in NMDA receptor number (Nateri et al., 2007; Doyle et al., 2010; Gangarossa et al., 2011, 2019). On the other hand, it was previously demonstrated that activation of glutamate via NMDA and AMPA and kainate receptors during seizures leads to an increase in ERK1/2 activity, which causes suppression of the functional activity and sensitivity of GABAA receptors in the granular cells of the dentate gyrus in the hippocampus, making the entire hippocampus susceptible to seizures and status epilepticus development (Kapur, 2018). A correlation between changes in NMDA and ERK1/2 kinase levels was previously shown by exploring the pharmacological glutamate receptor NR2B subunit inhibitor ifenprodil, which blocks ERK-induced seizures (Nateri et al., 2007). It was also demonstrated that inhibition of ERK1/2 by intraperitoneal injections of SL327 (a selective MEK1/2 inhibitor) blocked AE seizures in KM rats (Glazova et al., 2015).

Another characteristic feature of the KM strain that is lacking in the W and “0” strains is increased expression of the *Ttr* gene (Figure 5), which was previously shown to encode a protein called transthyretin (Soprano et al., 1985). Mutations in this gene in humans cause family amyloid polyneuropathy characterized by amyloid formation, slowly progressive dementia, seizures, ataxia, and subarachnoid hemorrhage (Ando et al., 2013; Franco et al., 2016). Several studies reported the neuroprotective role of transthyretin in Alzheimer’s disease and in cases of cobalt-induced seizures in animals (Stein et al., 2004; Kajiwara et al., 2008; Li and Buxbaum, 2011). These findings suggested that overexpression of the *Ttr* gene in KM rats may be a compensatory mechanism. On the other hand, transthyretin regulates the activity of GABAA receptors, which play an important role in the control of predisposition to seizures (Zhou et al., 2019). Importantly, high levels of *Ttr* expression and transthyretin protein and mutations in the *Ttr* gene were demonstrated in GASH/Sal hamsters and in WAR rats. To this end deficiency of GABAA receptor-mediated neurotransmission were previously shown in GASH/Sal hamster and WAR rat models (Damasceno et al., 2020; Díaz-Casado et al., 2020).

Finally, we found significant differences in the expression of several other genes in KM rats (vs W rats) that were compensated in the “0” rats and, according to available data, may be associated with the development of AE. We have shown that in KM rats, compared with W and “0” rats, there was a decrease in the transcription of the *Igfbp5* and *Gstm1* genes, the mutations of which were shown to increase the risk of developing epilepsy in humans (Reddy, 2004; Jamali et al., 2006; Ercegovac et al., 2015; Prabha et al., 2016). 

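Against “0” rats, the log2-fold change of Gstm1 was −0.48 (standard error 0.19, unadjusted p = 0.0296, adjusted p = 0.987 from the QLF test of edgeR) and that of Igfbp5 was −0.23 (standard error 0.29, unadjusted p = 0.443). With the replicate block these were −0.60 for Gstm1 and −0.39 for Igfbp5 (unadjusted p = 0.149). The mean of Igfbp5 in “0” rats was 137 ± 44.8 CPM (SD, n = 4), and in “0” vs W its log2-fold change was −0.68 (standard error 0.23).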

The *Gstm1* gene encodes glutathione S-transferase, which is an important component of the antioxidant defense system in the brain. Notably, disturbances in the antioxidant system in the KM rat brain, along with effectiveness of the respective therapy, were previously demonstrated (Fedotova et al., 1990; Medvedev et al., 1992). In addition, in our study, changes in the expression of genes coding K-channel regulatory subunits Kcne2 and Kcne5, as well as Cacng4, which regulates the activity of L-type Ca-channels, were found in KM rats, and these changes were compensated in the “0” strain (Figure 5). In some cases, epilepsy is considered “channelopathy” because it involves K- and Ca-channel anomalies in animal models and human epilepsy (Biervert et al., 1998; Lenzen et al., 2005; Uehara et al., 2008; Poolos and Johnston, 2012; Snowball et al., 2019), although no detailed analysis of the roles of these subunits in human epilepsy has been reported. Finally, changes in dopamine synthesis and type I interferon signaling genes expression, detected in “0” strain relative to KM may be crucial for compensation of AE proneness (Rana and Musto, 2018; Akyuz et al., 2021). However, there were no significant changes in dopamine receptors in KM and “0” strains relative to Wistar strain.

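In the counts, Drd2 (ENSRNOG00000008428) had a log2-fold change of −0.82 (standard error 0.47, unadjusted p = 0.112 from the QLF test of edgeR) in KM vs W and 0.27 (standard error 0.33, unadjusted p = 0.437) in “0” vs W. Drd5 (ENSRNOG00000005338) had 0.837 ± 0.290 CPM (SD, n = 3) in KM and 0.984 ± 0.428 CPM (SD, n = 4) in W rats, under the mean CPM of 1 that the test required. Its log2-fold change in “0” vs W was 0.97 (standard error 0.50, unadjusted p = 0.0794). With the replicate block Drd2 in KM vs W had a log2-fold change of −1.16 (unadjusted p = 0.00607).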

In summary, in rodents with AE phenotypes with different genetic origins, similar patterns of the expression of certain genes were found. In particular, an increase in *Ttr* transcription and mutations of the *Msh3* gene were previously described (Damasceno et al., 2020; Díaz-Casado et al., 2020). These gene expression peculiarities were associated with distinct pathological traits in brain function. On the other hand, other studies showed no changes in the brains of KM rats, concerning the expression of other genes characteristic of WAR and/or GASH/Sal models (*Npy*, *Egr3*, and *Rgs2*) while authors (Damasceno et al., 2020) associated these genes with a predisposition to AE in these animals. Additionally, in KM rats (as in rats of other AE-prone strains), no changes in the expression level of the *Vlgr1* gene were reported, while mutation of this gene caused the development of AE in Frings mice (Klein et al., 2005). In general, the data obtained confirm the polygenic inheritance of AE, as previously demonstrated by a diallel crossing experiment (Poletaeva et al., 2017). A few peculiarities of the gene expression profile in AE-prone animals relative to controls – AE-resistant strains – are common to two rodent species (rat and hamster), while other features are inherently “individual” to certain epileptic rat strain models. The expression of certain genes in the brains of animals with audiogenic epilepsy differs even among different strains of AE-prone rats, which may be associated with peculiarities of the genetic “background” of the original populations together with events during the selection process, among other causes. Notably, a number of gene expression characteristic traits in the brains of animals with AE, found both in this study and previously in the WAR strain, were confirmed in the GASH/Sal hamster strain (Damasceno et al., 2020; Díaz-Casado et al., 2020). This finding probably indicates that these genes represent certain “nodes” in brain pathology common to different AE genotypes.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/search/all/?term=GSE173885.

## Ethics Statement

The animal study was reviewed and approved by the Commission on Biomedical Ethics of the FSBI V. V. Zakusov Research Institute of Pharmacology (protocol No. 1 of January 31, 2020). The organization and execution of experimental work were carried out in accordance with the order of the European Convention for the Protection of Vertebrate Animals (Strasbourg 1986) and the Order of the Ministry of Health of the Russian Federation April 1, 2016, No 199N.

## Author Contributions

LC, SF, and AR: RNA-seq, Q-RT-PCR, and bioinformatic analysis. AD and DG: western blot analysis. IF and IP: working with animals. SF, ME, SL, and DG: experiment design and writing a manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Transcriptome of the Krushinsky-Molodkina Audiogenic Rat Strain and Identification of Possible Audiogenic Epilepsy-Associated Genes
**Source:** Front Mol Neurosci. 2021 Nov 4;14:738930. doi: 10.3389/fnmol.2021.738930
**Supplement:** Supplementary Table 1 — Primers for Q-RT-PCR used in the work.

Supplementary table S1. Primers for Q-RT-PCR used in the work.

| Gene | Sequence |
| --- | --- |
| *Msh3* | GCTAGCAGATGTGCCCAGAGA  ACGTCTGTATTTCCTGTATTTCC |
| *Ttr* | ACGGAAGGGGTGTACAGGGT  TGCGATGGTGTAGTGGCGATG |
| *Acsm5* | CAGCCCAGACCCCATCCG  ACCGTCTTTGGCAGTTCCGA |
| *Kcne2* | ATCTTCGTCCAATCGTGCGTG  CCTGTTGTTCGGCTGTTGTG |
| *Kcne5* | TCTTGAACCGCTTGCTGCTGG  CTTGCGGGAGCGAGTGTAGG |
| *Cacng4* | ATTGTGCGAGCCTCCAGTGTC  TGATGCCGATGATATTACTGAGG |
| *Ywhaz* | TTGAGCAGAAGACGGAAGGT  GAAGCATTGGGGATCAAGAA |

How the deposited data were processed for this re-analysis (not part of the article)

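Messenger RNA of the corpora quadrigemina was measured in 11 male rats, 3 of the KM strain, 4 of the “0” strain and 4 W rats, each sequenced as its own library with 75-bp single-end reads. According to the methods of the paper, the authors trimmed and mapped the reads to the rat genome and counted them per gene with HTSeq-count. The authors deposited the resulting counts, whole reads per gene without normalization, together with the total assigned to genes and the reads on no gene or on several. The reads themselves were not analysed here, so every step up to the counts is the authors' own.

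The strain and number of each rat were taken from the sample titles. Assigned reads per rat ranged from 10545964 to 15140180 with a median of 11861682, and the 10 genes with most counts held from 7.94% of them in KM 3 to 29.2% in “0” 3. The smallest amount the depth could show was set at 3 counts, and Wilson intervals at the 95% level and this floor cover counting error only.

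Counts were compared with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The 3 comparisons, KM vs W, KM vs “0” and “0” vs W, were each fitted on their own rats with TMM factors and the original form of edgeR's quasi-likelihood F-test, over genes with a mean CPM of at least 1. Genes were called at an unadjusted p under 0.05, and under 0.01 where the paper used that threshold, with Benjamini-Hochberg adjusted values beside them. Log2 CPM values used a prior count of 2. Differences of single values were tested with exact two-sided permutations of the strain labels, which cannot give a p under 0.0571 for 3 rats against 4 or under 0.0286 for 4 against 4. The procedure was tested on simulated data with 200 genes changed 4-fold among 13595. All of the changed genes had an unadjusted p under 0.05, 95.5% had an adjusted p under 0.05, and 4.61% of the unchanged genes had an unadjusted p under 0.05. The changed genes were taken from the better expressed ones. Counts were drawn for each gene independently, without variation that genes of the same rat share. The DEGs of KM vs W had a median absolute log2-fold change of 0.53. These rates were thus not shown to hold for the real data.

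The counts name genes by identifier, and symbols were taken from Supplementary Table 2 of the paper, which names 1763 of the 32883 identifiers. The KEGG and GO lists were not at hand, so groups of genes were written by hand or chosen by symbol before the data were examined. Each group was then reduced to the genes that Supplementary Table 2 names. Since these are nearly all genes that the paper lists as differing, a test against all expressed genes could not be made, and in its place Fisher's exact test compared the direction of the group's DEGs with that of the other named DEGs. This replaced the test set before the data were examined. Permutation tests on the mean of such a group are favoured by the same choice of genes. Fisher's exact test counts genes of the same rats as independent, so its p does not measure variation between rats. Genes were named in the text by a rule set beforehand. It took the genes of a list written from the paper, as far as Supplementary Table 2 names them. In each comparison it also took up to 3 genes in each direction. These had the largest log2-fold change among those with an adjusted p under 0.05 and no overlap between the strains. Some genes that the paper discusses, such as Myd88, Npy, Egr3 and Rgs2, are therefore not reported singly here. Genes of marker lists for other tissues are named only in the closing section. RT1-A2 is named outside this rule, beside RT1-A1.

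The compensation coefficient followed the paper's formula, 100 times the difference between the KM and “0” means over the difference between the KM and W means. Its use of the same KM rats in both differences was examined by comparing 2 KM rats with W and the remaining KM rat with “0”, and by 100 groupings of the 11 rats, the real one included, drawn within replicate numbers. Correlations over rats carry permutation p values, exact for fewer than 10 rats and from 100000 resamples otherwise, and shuffles and random draws of genes numbered 10000.

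Other choices tried were DESeq2's size factors, DESeq2's Wald test, the newer quasi-likelihood method of edgeR, the filterByExpr filter, a minimum of 10 counts in every rat, no filter, a single fit of all 11 rats, the replicate number as a block, other thresholds, a prior count of 0.5 and leaving out each rat. The pairing in the block comes only from the sample numbers, and the paired rats are different animals. It was set before the data were examined, and deviations of same-numbered rats then correlated across genes at −0.0479 in KM vs W, 0.120 in KM vs “0” and 0.00943 in “0” vs W. No KM rat shares the number of W 4 and “0” 4. In the comparisons with KM the block therefore fits that rat on its own. The rat then adds nothing to the estimated difference between the strains. The share of reads outside genes as a covariate was added after seeing the data. A correction for gene length, competitive gene set tests and a test of the dopamine biosynthesis genes were not run, since gene lengths and the names of most genes were not at hand.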

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

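The tests of the choroid plexus markers in KM 3 and within the strains and the test of the erythrocyte genes were chosen only after the results were seen.

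In 3 of 63 groups of 4 rats, 1 rat lay farther from the others than Dixon's critical value at the 95% level, and chance gives 3.15 such groups. Acsm5 had a log2 CPM of 0.77 in W 3, against 3.49 to 3.86 in the other W rats. Pcdha4 had a log2 CPM of −1.02 in “0” 3, with 3 counts, against 0.02 to 0.10 in the other “0” rats. AABR07053166.1 had a log2 CPM of −1.32 in “0” 1, from 3 counts, while the other “0” rats had 0 counts and a log2 CPM of −2.63. No technical or biological explanation was tested for these 3 values.

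A signal in genes that the paper does not discuss appeared among markers of the choroid plexus. The 8 named markers other than Ttr and Kcne2 had a median log2-fold change of 3.16 in KM vs W, with 8 of 8 higher in KM rats and all 8 highest in KM 3 among the 11 rats. Without KM 3 their median was −0.04. For example, Kl changed from 4.89 to 0.97 and Aqp1 from 2.10 to −1.69 when KM 3 was left out. Choroid plexus tissue in the dissected sample of KM 3 is a candidate explanation for these changes and for part of those of Ttr and Kcne2. Apart from Ttr, 9 of 9 markers were highest in KM 3 among the KM rats. So were 341 of 897 (38.0%) other listed genes that were higher in KM (one-sided Fisher's exact p = 0.000180). The markers had already been seen to be highest in KM 3, and genes of 1 rat are not independent, so this test adds no evidence. Over all 11 rats Ttr followed the mean of the other markers with a Pearson's r of 0.864 (permutation p = 0.00537) and a Spearman's rho of 0.636 (permutation p = 0.0411), and without KM 3 and “0” 3, the rats farthest from the median, r was 0.447 (exact permutation p = 0.229). For Kcne2, r was 0.930 (permutation p = 0.0395) and rho was 0.200 (permutation p = 0.557), and without KM 3 and “0” 1 r was 0.0865 (exact permutation p = 0.816). Both relations therefore rest on those rats, and since the named markers are genes that differ in KM rats, they cannot separate a tissue difference from a strain difference. Over the 8 W and “0” rats with the strain means removed, r was 0.112 for Ttr (exact permutation p = 0.808) and −0.168 for Kcne2 (exact permutation p = 0.677), and without the 2 rats farthest from the median r was 0.424 for Ttr (exact permutation p = 0.407) and 0.0605 for Kcne2 (exact permutation p = 0.928). Shared variation of these genes with the markers within those strains was thus not resolved. In DESeq2, Ttr and Kcne2 received no p in KM vs W or KM vs “0” because of an outlying count, as did 25 and 36 genes in all. Choroid plexus RNA in KM 3 does not account for all of the differences. Without that rat Kcne2 stayed higher in KM rats, with log2-fold changes of 0.97 against W (unadjusted p = 0.00860 from edgeR) and 1.05 against “0” rats (unadjusted p = 0.0152 from edgeR). Ttr had 0.78 against W (unadjusted p = 0.508 from edgeR) and 4.93 against “0” rats (unadjusted p = 5.0e-05 from edgeR). The other markers then had a median of 0.19 in KM vs “0”, with 5 of 8 higher in KM rats, but some of them, singled out after their values were seen, changed as much as Kcne2. In KM vs “0”, Tmem72 had 1.98 (unadjusted p = 0.00239 from edgeR) and Kl 1.16 (unadjusted p = 0.00581), and in KM vs W the unadjusted p was 0.0312 for Kl, which was higher, and 0.0252 for Aqp1, which was lower. Choroid plexus RNA in the other KM rats was therefore not excluded, and no explanation was tested for what remained without KM 3.

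Another signal outside the genes that the paper discusses was in erythrocyte genes. Their median log2-fold change in KM vs W was −1.56, and 6 of 6 were lower in KM rats, from −2.80 to −0.76 (exact permutation test on their mean log2 CPM, two-sided p = 0.0571, the smallest possible). In “0” vs W their median was −2.06 with 6 of 6 lower. Blood left in the tissue is a candidate explanation. With the strain means removed, these genes had a mean correlation of 0.519 with each other over the 8 W and “0” rats, against a median of −0.0184 for random genes of like expression (permutation p = 0.0025 from 10000 draws). With the strain means removed, this correlation concerns only variation between rats of the same strain. It does not show whether the difference between the strains came from blood left in the tissue or from the strains themselves.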

How the results depend on the processing

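The covariate of reads outside genes was the only alternative chosen after seeing the data, and the others were set before the data were examined. With that covariate the DEGs numbered 1325 in KM vs W, 459 in KM vs “0” and 1049 in “0” vs W.

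The threshold moved the numbers of DEGs most. With an adjusted p under 0.05 there were 9 in KM vs W, 2 in KM vs “0” and 15 in “0” vs W, and with a change over 1.5-fold 643, 331 and 467, with 133 shared by KM vs W and KM vs “0”. The Wald test of DESeq2 gave 147, 40 and 119 genes with an adjusted p under 0.05, and the replicate block gave 5, 3 and 0. Without single rats the numbers ran from 1 to 14, from 0 to 5 and from 1 to 20. Of the others, apart from leaving out rats, KM vs “0” moved to 777 DEGs without a filter and to 781 with the replicate block. Of the DEGs with the block, 332 were among the 500. In KM vs W the block kept 826 of the 1497 DEGs. Leaving out each rat gave from 954 to 1831 DEGs in KM vs W, from 280 to 921 in KM vs “0” and from 134 to 436 shared genes. The cause was not tested.

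All called oxidative phosphorylation genes were lower in KM than in W rats under every alternative run, 100% of them, but only 1 gene was called in the fit of all 11 rats (Fisher's exact p = 0.465) and 4 with the replicate block (Fisher's exact p = 0.0786). When each rat was left out the share stayed from 100% to 100%, with 4 genes called without KM 3. The ribosomal genes kept their direction and their side of the threshold under every alternative run, with shares lower in KM from 80% to 97.0%. The share of glutathione genes lower in KM rats was 50% with DESeq2's size factors (Fisher's exact p = 0.711), a minimum of 10 counts (p = 0.696) and no filter (p = 0.693), where it fell below that of the other DEGs, and ranged from 50% to 100% without single rats. For the MAPK genes in KM vs W the share higher was 62.5% with the replicate block (Fisher's exact p = 0.0899) and from 64.0% to 81.0% without single rats. In KM vs “0” the MAPK share rose above that of the other DEGs with the Wald test (61.5%), edgeR's newer method (63.6%), filterByExpr (63.6%), a minimum of 10 counts (66.7%), no filter (64.3%) and all 11 rats together (68.8%), and ranged from 44.4% to 83.3% without single rats. The Notch share ranged from 66.7% to 100% and fell below that of the other DEGs without KM 2. The interferon genes called in KM vs “0” were all higher in KM rats, from 100% to 100%, with 6 genes called without KM 2. The TGFβ results kept their direction and stayed above a p of 0.05 in all alternatives run. The cause of these changes was not tested.

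The correlation across DEGs was −0.153 with different KM rats in each comparison, against a range from −0.806 to −0.653 without single rats. The share with opposite directions was 58.9% with different KM rats and from 85.4% to 95.2% without single rats. The share of coefficients between 1 and 100 was 64.3% with the block, 54.4% with different KM rats and from 72.8% to 82.1% without single rats. The uncompensated share was 9.50%, 40.4% and from 7.65% to 18.3% in the same order. The median coefficient was 8.74 over the 9 genes with an adjusted p under 0.05, 8.44 with different KM rats and from 29.4 to 64.2 without single rats. The comparisons with different KM rats also had fewer KM rats each and other genes, and these effects were not separated. The cause of the changes was not tested. The correlation of the MAPK genes was negative under the alternatives run, from −0.659 to −0.413 without single rats, and from −0.435 to −0.308 with a mean of −0.389 for the 3 choices of different KM rats. The median change of the oxidative phosphorylation genes in “0” vs KM was positive under the alternatives run except without “0” 3, where it was −0.03.

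For single genes, 543 values over 55 results gave 499 with the same direction and side of the threshold, 23 weaker, 18 stronger and 3 reversed. The reversals were in KM vs “0” when 1 rat was left out, where Cd14 ranged from −0.33 to 0.15, Tgfbr2 from −0.21 to 0.32 and RT1-A1 from −0.0079 to 0.13. A removal of the gene length trend, competitive gene set tests and the test of dopamine biosynthesis genes were not run. At 0.198 to 0.284 CPM for 3 counts, the depth limits the folds of genes with few counts in a strain to lower bounds.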

Differences from the paper's values

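The paper gives a 10-fold decrease of Msh3 in KM rats and cites Fig. 5, which shows qPCR, and in the RNA-seq counts the decrease was 5.80-fold against W and 6.07-fold against “0” rats. The paper's own RNA-seq log2-fold changes in its supplementary table, −2.54 and −2.60, do not differ from those of the counts. None of the alternatives set before the data were examined reached 10-fold. In KM vs W only leaving out single rats came within 1.5 times of it, with up to 8.46-fold, while the lowest such value was 4.41-fold and the other alternatives gave from 5.80-fold to 5.96-fold. In KM vs “0” the replicate block, at 6.97-fold, and leaving out single rats, with up to 8.84-fold, came within 1.5 times of it. The lowest value without single rats was 4.58-fold, and the other alternatives gave from 6.07-fold to 6.16-fold.

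The paper describes RasGRP as higher in KM than in W rats. Rasgrp3 was higher, and Rasgrp2 was lower with a log2-fold change of −0.77. The paper describes Ras as lower in KM rats. Hras was lower, and Nras was higher than in W rats with a log2-fold change of 0.35. The paper lists glutathione metabolism among the pathways lower in KM than in W rats, and of the 4 DEGs named for it 2 were higher and 2 lower. All called glutathione genes were lower without KM 2, where a single gene was called (p = 0.508 by Fisher's exact test).

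The paper describes the MAPK pattern as shared by both comparisons of KM rats, and in KM vs “0” 60.0% of the MAPK DEGs were higher in KM rats against 62.3% of the other DEGs. The share was above that of the other DEGs with DESeq2's Wald test, edgeR's newer method, filterByExpr, a minimum of 10 counts, no filter and all 11 rats together, with the lowest p, 0.327, in the last of these. Of the 47 named MAPK genes 30 were higher in KM than in “0” rats, and their mean log2 CPM was higher in every KM rat than in any “0” rat (exact permutation p = 0.0571, the smallest possible). For Notch in KM vs “0” and TGFβ in both comparisons, which the paper lists as higher in KM rats, Fisher's exact p was 0.514, 0.367 for KM vs W and 0.268 for KM vs “0”. The lowest Fisher's exact p among the alternatives was 0.0562, for TGFβ in KM vs “0” without “0” 1. The exact permutation test on the mean log2 CPM of the named genes gave p = 0.229 for Notch, and for TGFβ 0.0571, the smallest possible, in KM vs W and 0.114 in KM vs “0”. These permutation tests of MAPK, Notch and TGFβ genes use genes named because the paper lists them as differing, which favours a separation of the strains. The groups, like that of the glutathione genes, were written by hand and are not the paper's KEGG lists, so the results are not fully comparable.

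The paper describes the uncompensated genes as predominantly lower in KM rats, and 31 of 55 were lower (56.4%), a share that did not differ from that of the compensated genes by Fisher's exact test (two-sided p = 0.387). The paper describes Igfbp5 as lower in KM than in “0” rats, and its log2-fold change was −0.23 (p = 0.443 from edgeR), with p no lower than 0.149, in the replicate block, over the alternatives run. The paper describes compensation of the 1st and 4th complexes and of ATP synthase in “0” rats. All 9 named genes listed for them were higher in “0” than in KM rats. The differences between “0” and KM rats were smaller than the spread between “0” rats. In the paper's own supplementary list for KM vs W, 1379 of 1487 genes have a p under 0.05, where the text gives that threshold for all. For KM vs “0” this holds for 447 of 494. The largest listed p (QLF test of the paper) was 0.0549994 in KM vs W and 0.0548559 in KM vs “0”. All listed values are thus 0.05 or less when rounded to hundredths.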

Other observations

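The regroupings of the rats were counted only after most results were seen, apart from that of the share of compensated genes, and the test of the ribosomal genes with a covariate was also chosen after, while the other tests of this part were set before their results were seen.

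Other splits of the same rats into groups of the same sizes were compared with the real split. Of the 8 splits of the KM and W rats that parted as many same-numbered pairs, 2 gave at least 1497 DEGs. For KM vs “0” 6 of 8 gave at least 500, and for “0” vs W 3 of 8 gave at least 912, the real split being counted each time. With 8 splits no share under 0.05 is possible, so these counts cannot separate the strains from a random grouping of the rats. Over all 35 splits, which differ in how many same-numbered pairs they part, 3, 23 and 8 gave as many DEGs, and the numbers ranged from 104 to 2117, from 48 to 2361 and from 68 to 2807. The splits other than the real one that gave any gene with an adjusted p under 0.05 numbered 3, 1 and 1, with at most 28, 3 and 406 such genes.

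That the KM mean enters both comparisons may explain the negative correlation and the compensation coefficients. With different KM rats in each comparison the correlation was −0.153, against −0.713 with shared rats. Of 100 groupings, the real one included, in which the strains were exchanged among rats with the same number, 45 gave a correlation as negative, 55 as large a share of opposite directions, 62 as large a share of coefficients between 1 and 100, 34 as large an uncompensated share and 60 as large a median coefficient. As many shared DEGs were found in 12 and as negative a correlation of the MAPK genes in 41. These values are thus reached by groups that are not strains. Whether compensation also takes place was not resolved by these tests.

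The direction tests of gene groups were also repeated in the 100 groupings, although the named genes were listed for the real strains, which favours the real grouping. Where no gene of a group was a DEG there was no test, and such groupings could not give a p as small. Among the groupings with a test, a p as small was found for the oxidative phosphorylation genes in 1 of 31, the ribosomal genes in 5 of 60, the glutathione genes in 25 of 46, the MAPK genes in 3 of 85 for KM vs W and 38 of 86 for KM vs “0”, the TGFβ genes in 4 of 55 for KM vs W and 1 of 59 for KM vs “0”, the Notch genes in 5 of 31 and the interferon genes in 3 of 64. This is over 5% of the groupings with a test for the ribosomal, glutathione and Notch genes. It is so too for the MAPK genes in KM vs “0” and the TGFβ genes in KM vs W. For these groups a random grouping remains an explanation, and for the others the tests cannot tell. Counted over all 100 groupings, the ribosomal genes, the Notch genes and the TGFβ genes in KM vs W are not over 5%. Their reading thus depends on which groupings are counted, and a random grouping is not excluded for them either way. No biological explanation was tested for these groups.

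Differences between the rats in the share of reads outside genes were examined as a technical explanation. With that share as a covariate 1325 genes were DEGs in KM vs W, of which 1059 were among the 1497 found without it, and 2 genes in place of 9 had an adjusted p under 0.05. The number of DEGs at the unadjusted threshold was thus largely kept, while part of the genes changed and fewer passed the adjusted threshold. Over the 11 rats the mean log2 CPM of the ribosomal genes followed the share with a Pearson's r of −0.655 (permutation p = 0.0286) and a Spearman's rho of −0.682 (permutation p = 0.0256). Without “0” 4 and W 4, the rats farthest from the median, r was −0.420 (exact permutation p = 0.269), so the relation rests on them. In KM vs W the ribosomal difference was little changed by the covariate, although with 7 rats its effect is only roughly estimated. With the covariate, 20 of the 23 ribosomal DEGs were lower in KM rats (one-sided Fisher's exact p = 0.000305), and the median log2-fold change of the 37 named genes was −0.44, against −0.46 without it. W 2, with 21.7% of reads outside genes, more than any KM rat, had a ribosomal mean of 6.38, above that of every KM rat, which is the value of a single rat. The share alone is thus not shown to explain the ribosomal difference, and a part in it was not excluded. The share of reads in the 10 genes with most counts was not tested as an explanation. It was highest in “0” 3, where the ribosomal mean was highest, at 6.79. It was lowest in KM 3 and “0” 4, where that mean was lowest, at 5.83 and 5.70. In the other rats the share and the mean did not rank alike.

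Neighbouring genes may share parental haplotypes that differ between the strains. Among 1391 listed genes of KM vs W that could be placed in order along the genome, pairs at most 10 genes apart had the same direction in 394 of 714 cases (55.2%), against a mean of 357 after shuffling (permutation p = 0.0036 from 10000 shuffles). With pairs of alike symbols left out, 385 of 698 pairs had the same direction (permutation p = 0.0040). This is consistent with local inherited differences between the strains, though other causes of shared direction were not tested. The compensation coefficients of neighbouring pairs had a mean rank distance of 452, against 464 after shuffling (permutation p = 0.163), and of 451 with pairs of alike symbols left out (permutation p = 0.133). They were thus slightly closer, by an amount that the test did not resolve, so blocks of parental haplotypes in the “0” strain were neither shown nor excluded.

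The higher interferon genes of KM vs “0” were not due to a single rat by the test made, since their median log2-fold change was 0.71 without KM 2, the KM rat in which they were highest, against 0.87 with it. Of the 14 genes, 6 had an unadjusted p under 0.05 without KM 2 and 11 with it.

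In “0” vs W, which Fig. 2 includes, RT1-A1 had a log2-fold change of 2.40 (adjusted p = 0.0117 from edgeR), while in KM vs “0” it was 0.06. RT1-A2, which was lower in KM than in W rats, had a log2-fold change of 0.22 in “0” vs KM. Rpl30l1 had 0 counts in the W rats and was at least 14.4-fold higher in “0” rats, and AABR07053166.1 was at least 22.5-fold lower in “0” rats. RGD1359290 and Slc11a1 had log2-fold changes of −5.55 and −4.19.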
